# SIRT3 is required for the protective function of ketogenic diet on neural inflammation and neuropathic pain

**DOI:** 10.7150/ijbs.110921

**Published:** 2025-04-21

**Authors:** Mengqiu Deng, Yuanyuan Fang, Yan Chu, Ruifeng Ding, Xiaoyi Fan, Huawei Wei, Honghao Song, Guowei Jiang, Hailing Zhang, Chaofeng Han, Hongbin Yuan

**Keywords:** neuropathic pain, ketogenic diet, sirtuin 3, microglia, β-hydroxybutyrate

## Abstract

Chronic neuroinflammation is a key pathological feature of neuropathic pain. The ketogenic diet (KD) has demonstrated potential to reduce neuronal excitability and alleviate inflammation in epilepsy, yet its effects and precise mechanisms in neuropathic pain remain elusive. We first observed that β-hydroxybutyrate (BHB), a key metabolite induced by KD, was reduced in mice following neuropathic pain induced by chronic constriction injury (CCI). Subsequently, we demonstrated that KD effectively alleviated CCI-induced thermal hyperalgesia and mechanical allodynia, while mitigating neuroinflammation through reduced microglial activation and pro-inflammatory cytokine levels. BHB reduced reactive oxygen species (ROS) production, which coincided with enhanced mitochondrial membrane potential in microglia, thereby attenuating microglia-mediated inflammatory responses. Both *in vivo* and *in vitro* experiments revealed KD-induced upregulation of uncoupling protein 2 (UCP2), sirtuin 3 (SIRT3) and peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC-1α) in the spinal dorsal horn. Importantly, SIRT3 deficiency abolished KD's protective effects against neuropathic pain and reduced BHB levels, potentially attributable to diminished expression of hepatic ketone body synthases and spinal ketone body-utilizing enzymes. These findings highlight SIRT3 as a promising therapeutic target for neuropathic pain within the ketogenic diet paradigm, providing a foundation for novel therapeutic strategies.

## Introduction

Neuropathic pain (NPP), a debilitating condition arising from somatosensory nervous system lesions or dysfunction, affects 11-19% of adults globally and constitutes a major therapeutic challenge due to limited efficacy and adverse effects of current treatments 1. Characterized by spontaneous pain, sensory hypersensitivity, and aberrant nociceptive responses, NPP pathophysiology involves neuroinflammatory cascades triggered by nerve injury 2, 3. Pro-inflammatory mediators infiltrate neural tissues, inducing neuroinflammation, nerve hypertrophy, and subsequent mechanical allodynia and thermal hyperalgesia 4. Central to this pathological cascade is the activation and proliferation of spinal microglia in the dorsal horn, which amplify inflammatory signaling and neuronal sensitization 5. Existing treatments for neuropathic pain, a common and multifactorial condition, often inadequately manage this condition and may cause severe side effects 6. The persistent gap between mechanistic insights and clinical management underscores the urgent need for novel therapeutic strategies.

Microglia, the resident immune cells of the central nervous system (CNS), dynamically surveil the neural microenvironment through ramified processes under physiological conditions 7. Following peripheral nerve injury, spinal microglia transition from a surveillance state to an activated phenotype, triggering neuroinflammatory cascades critical to pain pathogenesis 8. Activated microglia produces pro-inflammatory cytokines including tumor necrosis factor-α (TNF-α), interleukin-6 (IL-6), and interleukin-1β (IL-1β), which enhance synaptic transmission in nociceptive circuits and drive central sensitization 9, 10. Concurrently, systemic endocrine mediators such as cortisol, estrogen, and ghrelin are reported to regulate the bidirectional neuroimmune crosstalk and pain processing 11. Dysregulation of these hormone-mediated signaling pathways may facilitate the transition from acute to chronic pain states 11, 12. In addition, mitochondrial dysfunction exacerbates pathological pain via excessive reactive oxygen species (ROS) production. Electron leakage from the electron transport chain generates ROS that promote neuroinflammation by activating spinal microglia and initiating pro-inflammatory signaling cascades. Elevated ROS levels in the spinal cord correlate with both the initiation and persistence of chronic pain, thereby establishing oxidative stress as a key mediator of maladaptive plasticity in pain pathways 13.

The ketogenic diet (KD), a high-fat, low-carbohydrate dietary intervention, has the therapeutic efficacy in epilepsy management by inhibiting neuron inflammation and hyperexcitation through multiple mechanisms 14-16. Its antiepileptic effects arise from metabolic reprogramming that bidirectionally regulates neuroendocrine axis activity and synaptic plasticity, primarily mediated by β-hydroxybutyrate (BHB)-induced histone deacetylase (HDAC) inhibition, which enhances GABAergic neurotransmission to elevate seizure thresholds 17. Neuroprotection is achieved through four synergistic pathways: (1) attenuation of neuronal hyperexcitability via chloride gradient stabilization, (2) potentiation of adenosine-mediated purinergic signaling, (3) metabolic shift from glycolysis to ketolysis, and (4) mitochondrial functional restoration through oxidative stress mitigation 16, 18-20. The diet's anti-inflammatory action involves NADH:NAD⁺ ratio reduction from glucose restriction, suppressing nuclear factor kappa-B (NF-κB)-dependent pro-inflammatory gene expression in immune cells, coupled with triple antioxidant mechanisms-HDAC class I inhibition, nuclear factor erythroid 2-related factor 2 (Nrf2) activation, and NF-κB suppression 21, 22. Experimental models of Alzheimer's disease reveal KD's microglial modulation through nucleotide-binding oligomerization domain-like receptor protein 3 (NLRP3) inflammasome inhibition, reducing IL-1β, caspase-1, and ROS production 23, 24. Notably, the KD may also disrupt the ​​Growth Hormone-Insulin-like Growth Factor 1 (GH-IGF-1) axis by altering ghrelin (GHRP) metabolism, potentially compromising growth and development 25. Despite these characterized immunomodulatory effects in neuroinflammatory and neurodegenerative contexts, the diet's potential role in microglia-mediated neuropathic pain pathogenesis remains unexplored.

Post-translational protein acetylation/deacetylation modifications serve as critical regulatory mechanisms for mitochondrial protein functionality, with sirtuin family members - particularly SIRT3 - exerting principal regulatory effects through NAD^+^-dependent deacetylase activity as demonstrated by studies documenting its NAD^+^-dependent deacetylase activity 26-28. As the most potent mitochondrial deacetylase, SIRT3 has been mechanistically linked to: (1) regulation of mitochondrial permeability transition pore dynamics, (2) modulation of Bcl-2-associated X (Bax)/B-cell lymphoma 2 (Bcl-2) apoptotic signaling ratios, (3) suppression of inflammasome-related proteins including NLRP3 and caspase-1, and (4) attenuation of microglial dysfunction and neuroinflammatory responses 29, 30. Despite these established roles, the potential therapeutic implications of SIRT3 in neuropathic pain management and mitochondrial functional recovery under KD conditions remain insufficiently characterized. This study investigates the analgesic efficacy of KD in neuropathic pain models, mechanistically exploring the dual role of enhanced ketone body metabolism in both pain mitigation and SIRT3-mediated neuroinflammatory regulation. Our results elucidate a novel pathway through which nutritional ketosis exerts neuroprotective effects, revealing critical dependencies on SIRT3 activation for optimal therapeutic outcomes.

## Materials and Methods

### Animals

Male C57BL/6J mice (wild type, n=200; 6-8 weeks, 18-20 g) and *Sirt3*-KO strains (homozygous and heterozygous, n=153 each) were obtained from Naval Medical University and Shanghai Southern Model Biotechnology. Neonatal mice (n=12) provided primary cells. Cohorts were staggered to optimize workflow, with littermate controls prioritized to reduce variability. Mice were housed under specific pathogen-free conditions (22±1°C, 55±5% humidity, 12h light cycles) with ad libitum access to sterilized resources. All experimental protocols were conducted in compliance with the guidelines of the International Association for the Study of Pain and were approved by the Animal Ethics Committee of Shanghai Changzheng Hospital (SYXK[Hu]2022-0011).

### CCI model establishment

Mice were anesthetized with 1% pentobarbital sodium (50 mg/kg, i.p.) for unilateral sciatic nerve exposure. Following surgical preparation of the left hindlimb, a 1 cm nerve-parallel incision exposed the sciatic trunk. Four 1 mm-spaced microconstrictions were applied using calibrated ligation (adjusted to induce transient toe twitching). Layered closure with sterile sutures completed the procedure. Postoperative monitoring continued until predefined humane endpoints.

### Dietary intervention

Control mice received standard chow (16.63% protein, 76.50% carbohydrates; XTM06-005) while KD groups consumed matched isocaloric feed (90% fat; XTKD01). To assess BHB-dependent Sirt3 regulation, *Sirt3^+/-^* and *Sirt3^-/-^* littermates (6-8 weeks) underwent CCI and sham surgery followed by daily oral BHB (150 mg/kg, Sigma #54965 in saline) or vehicle from 24 h post-op until endpoint.

### Serum BHB Level measurement

Submandibular venous blood (200-250 μL) was collected from restrained mice using vacuum-assisted phlebotomy (4.0 mm needle, 30° insertion). Hemostasis was achieved by 2-min compression. Serum was isolated via coagulation (22°C/30 min) and centrifugation (1500 × g, 4°C/15 min) and stored at -80°C (≤2 freeze-thaw cycles). BHB levels were quantified by enzyme-linked immunosorbent assay (ELISA) (Cayman #700190) per manufacturer protocols 31.

### Measurement of mechanical and thermal pain thresholds

Mechanical allodynia was assessed using an electronic von Frey system (EVF-3000, North Coast Medical) during 09:00-14:00 h under double-blind conditions. Mice were acclimated in acrylic chambers with mesh floors (30 min) before testing. A 0.6 mm probe applied ascending forces (0-15 g) to the left hindpaw plantar surface, with five trials at 3-min intervals to prevent sensitization.

A Hargreaves apparatus (IITC Model 390G) measured paw withdrawal latency using a 50 W infrared beam (5×8 mm spot) directed at the left hindpaw. Mice acclimated in temperature-controlled enclosures (25±1°C) were tested with ≥10-min inter-stimulus intervals. Trials capped at 20 s (tissue protection) and ≤3 valid trials/session, excluding non-specific behaviors.

### Measure of weight, blood ketone, and blood glucose

Weekly body mass (±0.1 g precision) was recorded at 08:00-09:00 h. Fasted blood samples (3-5 μL) from tail veins were analyzed using: FreeStyle Optium™ Neo H analyzer (Abbott Laboratories; NMPA 20152221016), Glucose dehydrogenase-based strips (GDH; NMPA 20192402119) and β-HB electrochemical strips (NMPA 20172400719).

### BV-2 cell and primary microglia culture

The BV-2 microglial cell line (Cat# CC-0301, Quicell, Shanghai) was maintained in Dulbecco's Modified Eagle Medium (DMEM) at 37°C/5% CO₂ with routine subculture at 80% confluence. Lipopolysaccharide (LPS, 1 μg/mL; Sigma #L2880), Decanoic acid (60 μM; Cayman #14403), R-3-hydroxybutyric acid (1.5 mM; Sigma #H6501) and Low-glucose DMEM (1.0 g/L D-glucose) to stimulate cells.

Neonatal mice (n=12) were anesthetized and euthanized for brain collection. Disinfected brains were minced (500 μm grids) and digested with 0.125% trypsin-EDTA (Gibco #25200072, 37°C/15 min), neutralized using DMEM/10% FBS (Gibco #10437028). Cells were centrifuged (300 × g, 10 min, 4°C), cultured in complete medium (37°C, 5% CO₂) with medium changes every 24 h, followed by 14-day culture with thermostatic shaking (180 rpm, 37°C). *Sirt3* genotypes were confirmed by PCR (Vazyme PD111, primers in Table S1).

### Western blotting

Tissues/cells were homogenized in RIPA lysis buffer (Epizyme #PC101) with protease/phosphatase inhibitors (Epizyme #GRF103) using bead-mill homogenization (3×30s cycles, 25 Hz, 4°C). Lysates were cleared by centrifugation (12,000×g, 15 min, 4°C) and quantified via bicinchoninic acid assay (BCA) assay (Epizyme #ZJ102). Proteins (30-50μg) were resolved on gradient Bis-Tris gels and transferred to PVDF membranes (400mA, 30-120 min). After blocking (Epizyme #PS108P), membranes were probed with: BDH1 (1:5000, Proteintech #15417-1-AP); OXCT1 (1:5000, #12175-1-AP); UCP2 (1:1000, #11081-1-AP); PGC-1α (1:10000, #66369-1-Ig); PPARγ (1:20000, #66936-1-IG); SIRT3 (1:1000, Abcam #ab217319); βIII-Tubulin (1:1000, #ab18207); GAPDH (1:10000, #ab8245); SIRT3 (1:1000, #ab217319); NF-κB p65 (1:1,000; CST#8242); Phospho-p65 (1:1,000; #3033). Species-matched HRP-secondary antibodies (CST, anti-mouse #7076S, anti-rabbit #7074S, 1:2000, 1 h, 25°C) were used. Signals were acquired on ChemiDoc MP (Bio-Rad) and quantified in ImageJ.

### qRT-PCR

Total RNA was extracted from murine spinal cord tissues and microglia cultures using Monzol™ Reagent Pro (Monad Biotech, #MI20201S), with RNA purity verified by A260/A280 ratios (1.8-2.0). cDNA was synthesized from 1 μg RNA using HiScript II Reverse Transcriptase (Vazyme, #R211), followed by quantitative PCR (qPCR) performed with ChamQ SYBR Master Mix (Vazyme, #Q711) on a QuantStudio 5 system (Applied Biosystems). The thermal cycling protocol consisted of an initial denaturation at 95°C for 30 seconds, followed by 40 cycles of 95°C for 10 seconds and 60°C for 30 seconds. Validated primers (Sangon Biotech, Table S2) were used in triplicate reactions. Relative gene expression was calculated using the 2-ΔΔCt method, normalized to β-actin or GAPDH.

### RNA sequencing and analysis

Initial processing involved adapter trimming (Skewer, Phred score <20) and quality control (FastQC v0.11.2). Clean reads were then aligned to the mm10/GRCm38 reference genome (GENCODE M21 annotations) using STAR v2.7.10a in strand-specific mode. Transcript assembly was performed using StringTie v2.1.4. Differentially expressed genes (DEGs) were identified using the R packages DESeq2 and visualized with ggplot2, with thresholds set at P<0.05 and |log₂FC| ≥ 1. Subsequently, functional annotation was conducted using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses with the clusterProfiler v4.0 package. Additionally, gene co-expression networks were constructed based on Spearman's rank correlation coefficient, visualized using Cytoscape, and statistical significance was determined with a threshold of P < 0.05.

### Immunofluorescence

Tissue sections underwent microwave antigen retrieval (EDTA, 10 mM, pH 8.0, 95°C, 20 min), blocked with 5% bovine serum albumin containing 0.1% Triton X-100, and incubated with primary antibodies at 4°C overnight: Iba1 (1:200, CST #17198), GFAP (1:800, CST #3670), BDH1 (1:500, Proteintech 15417), OXCT1 (1:1000, 12175), SIRT3 (1:500, Abcam ab217319), HMGCS2 (1:100, ab309164) and 8-OHdG (1:1000, ab62623). After PBS washes, sections were stained with Alexa Fluor secondaries (1:500, 1 h) and DAPI (0.5 μg/mL). Fluorescent images were acquired using a laser-scanning confocal microscope (Nikon A1R) with consistent exposure settings across compared samples.

### Transmission electron microscopy

Mice were anesthetized (pentobarbital 50 mg/kg, i.p.) and transcardially perfused with ice-cold 0.9% NaCl. Spinal dorsal horn tissue samples (1 mm³) were fixed in a solution containing 2.5% glutaraldehyde and 0.1 M phosphate buffer (pH 7.4, 4°C for 4 hours), followed by post-fixation in 1% osmium tetroxide (4°C for 2 hours), then dehydrated through graded ethanol and embedded in Epon 812. Ultrathin sections (60 nm, Leica UC7) were stained with uranyl acetate/lead citrate and imaged using Hitachi HT7700 TEM.

### Mitochondrial isolation

Mitochondria were isolated from spinal cord tissue using the Mitochondrial Extraction Kit (Beyotime Biotechnology, #C3606, Shanghai, China) following the manufacturer's protocol 32. Tissues were homogenized in ice-cold extraction buffer supplemented with protease inhibitors (1 mM PMSF, 1× EDTA-free protease inhibitor cocktail) using a Dounce homogenizer (20 strokes). Sequential centrifugations were performed at 1,000 × g (10 min, 4°C) to remove cellular debris, followed by 12,000 × g (30 min, 4°C) to pellet intact mitochondria.

### JC-1 staining

Cells were cultured in 6-well plates under standard conditions (37°C, 5% CO₂) and stained with JC-1 (5 μM, Beyotime #C2003S) for 30 min. ΔΨm was analyzed via: (1) Confocal imaging (BioTek Lionheart FX, 60×) capturing Z-stacks (5 slices, 0.5 μm intervals) with dual-channel detection (aggregates: 585/590-650 nm; monomers: 485/510-550 nm); (2) Flow cytometry (BioTek Synergy HTX) quantifying ≥10,000 events/sample (FITC/PE channels), analyzed via FlowJo v10.8.1. For isolated spinal mitochondria (12,000 × g/30 min), JC-1 (10 μg/mL) fluorescence was quantified in MAS buffer using a Tecan M200 Pro microplate reader (530/590 nm).

### Mitochondrial DNA copy numbers

Genomic DNA was extracted from treated cells and tissues using DNeasy Kit (Qiagen #69504) and quantified (A260/A280 ratio 1.8-2.0). mtDNA/ncDNA ratios were determined by quantitative PCR (SYBR Green Master Mix, Takara #RR420A) on a Bio-Rad CFX96 system with primers (Table S2) 33, 34. Cycling conditions: 95°C for 3 min, followed by 40 cycles of 95°C for 10 s and 60°C for 30 s. Amplification efficiency (90-105%) was validated by melt curve analysis. Data were analyzed via ΔΔCt method.

### Oxygen Consumption Rate (OCR) measurement

BV-2 microglia in 96-well flat-bottom black-walled plates (Corning #3904) were analyzed using BBoxiProbe™ R01 Oxygen Sensor (BioBox #BB-48311). Post-treatment, oxygen-sensitive nanoprobe (Pt-porphyrin, 10 μL per well) was added and stabilized with hypoxia-compatible agarose sealant (100 μL 0.5% in PBS). Kinetic fluorescence measurements (380/650 nm) were recorded every 5 min for 120 h using a FLUOstar Omega reader (37°C). Data normalized to Hoechst 33342-quantified cell counts (1 μg/mL, 10 min) 35.

### Extracellular Acidification Rate (ECAR) analysis

BV-2 cells in 96-well plates were assessed using ECAR Pro™ Assay (BioBox #BB-48501). Following 12 h treatment and 2 h CO_2_-free incubation (37°C) for pH stabilization, pH-sensitive probe (Ex/Em = 488/580 nm) was loaded in bicarbonate-free DMEM (Gibco #12800-017). Real-time fluorescence was monitored every 5 min for 120 min (FLUOstar Omega, 37°C). Acidification rates from linear-phase measurements (20-80 min) were normalized to BCA-quantified protein (Pierce #23225) 36.

### ATP evaluation

ATP levels were measured using a luciferase-based assay (Beyotime #S0026). Samples homogenized in ice-cold lysis buffer (100 μL/10 mg tissue or 10⁶ cells) were centrifuged (12,000 × g, 10 min, 4°C), and supernatants analyzed in white 96-well plates (Corning #3912) with FLUOstar Omega (1-s integration). Parallel BCA assays (Pierce #23225, 562 nm) quantified protein content for normalization (nmol ATP/mg protein).

### ROS detection in BV2 microglia and spinal cord tissues

BV2 microglial cells were seeded onto glass-bottom chamber slides, washed with PBS, and incubated with 10 μM DCFH-DA (Beyotime #S0033S) in serum-free DMEM (37°C, 30 min, dark). After three PBS washes, live-cell imaging was performed using a Leica TCS SP8 confocal microscope (40×) with Z-stacks (1 μm intervals) at Ex/Em 488/525nm under standardized parameters (15% laser power, 600 V gain, 500 ms exposure).

For spinal cord sections (10 μm), autofluorescence was quenched with TrueBlack® (Biotium #23007, 5 min), followed by ROS staining with 5 μM CellROX® Deep Red (Thermo Fisher #C10422, 37°C for 30 min, dark) and DAPI counterstaining (1 μg/mL). Sections were mounted with ProLong™ Diamond (#P36970) and imaged on a Zeiss LSM 980 system.

### Data analysis

Statistical analyses were conducted using GraphPad Prism 9.0 and R 4.3.1, with continuous variables expressed as mean ± standard deviation (SD) derived from three or more independent biological replicates. Intergroup comparisons were performed as follows: unpaired Student's t-tests with Welch's correction for two-group comparisons and one-way ANOVA with Tukey's post hoc test for multi-group analyses, with statistical significance thresholds defined as *P < 0.05, **P < 0.01, and ***P < 0.001. Western blot bands (ImageJ) were quantified with loading controls normalization and averaged from triplicate technical replicates.

## Results

### KD alleviated central neural inflammation and neuropathic pain

To investigate the involvement of BHB biosynthesis in neuropathic pain development, serum BHB levels were quantified in both CCI mice and sham-operated controls. CCI modeling induced significant reductions in serum BHB concentrations, with the most pronounced reduction observed 7 days post-surgery compared to sham controls (Figure 1A). To assess the neuroprotective potential of KD, both sham and CCI groups received KD administration starting on the day of CCI induction (Figure 1B). Systematic assessment revealed that KD implementation caused three distinct metabolic alterations: progressive reductions in body weight, sustained hypoglycemia, and elevated circulating ketone bodies. These changes became statistically significant from day 7 onward and persisted until experimental termination at day 28 (Figures 1C-1E). Behavioral validation confirmed successful neuropathic pain model establishment, as demonstrated by progressive thermal hyperalgesia and mechanical allodynia (Figures 1F and 1G). KD intervention significantly ameliorated both nociceptive thresholds starting at day 7, with sustained therapeutic effects observed until day 28. Based on the peak treatment effect observed 7 days post-CCI, this time point was selected as the observation window for the subsequent main study. Histological evaluation demonstrated KD-mediated suppression of pro-inflammatory cytokines (IL-6, IL-1β, TNF-α) and phosphorylated NF-κB p65 (p-p65) in the spinal dorsal horn of CCI mice (Figures 1H and 1I). These results collectively demonstrate that KD attenuates central neuroinflammation and neuropathic pain progression.

### KD inhibited microglia activation and attenuated mitochondrial damage *in vivo*

To explore the cellular mechanisms underlying the beneficial effects of the KD, we examined microglial activation in the spinal dorsal horn. KD significantly inhibited the CCI-induced reduction of Iba-1 expression (a microglial activation marker), but had no significant effect on GFAP (an astrocyte activation marker) (Figures 2A and 2B). Subsequent reanalysis of the GSE180627 dataset (available in the GEO database), which profiles microglial gene expression in the ipsilateral lumbar spinal cord at day 7 post-CCI across sexes (Figure 2C and 2D) and identification of differentially expressed genes (DEGs) (Figure 2E). Gene Ontology (GO) analysis identified alterations in microglial processes related to oxidative stress, mitochondrial regulation, and immune modulation (Figure 2F), while KEGG pathway analysis confirmed dysregulation of programmed cell death (apoptosis/necroptosis) and neuroinflammatory signaling (NOD-like/TNF pathways) (Figure 2G). Quantitative evaluation of both the normalized-to-total mitochondrial ratio and cross-sectional mitochondrial area revealed that CCI induced significant mitochondrial ultrastructural damage in spinal dorsal horn tissues across experimental groups, characterized by matrix vacuolization, cristae fragmentation, and membrane disruption. KD intervention significantly attenuated these pathological ultrastructural alterations (Figure 2H-2J). We further assessed oxidative stress biomarkers (8-hydroxy-2'-deoxyguanosine, 8-OHdG) and mitochondrial membrane potential (ΔΨm) in spinal cord tissues. As shown in Figures 2K and 2L, CCI induced a significant elevation in 8-OHdG levels (indicative of oxidative stress), accompanied by a decrease in mitochondrial membrane potential (Figure 2M). Additionally, mitochondrial DNA (mtDNA) copy number decreased by over 50% in CCI mice (Figure 2N), with a corresponding reduction in adenosine triphosphate (ATP) levels in the spinal dorsal horn (Figure 2O). Notably, KD attenuated oxidative damage (evidenced by reduced 8-OHdG levels) and enhanced mitochondrial membrane potential and mtDNA copy number, resulting in increased ATP production (Figure 2O). These findings collectively suggest that KD exerts neuroprotective effects through mitigation of oxidative stress and enhancement of mitochondrial function in neuropathic pain.

### BHB inhibited inflammatory responses and ameliorated mitochondrial damage in microglia *in vitro*

To identify the specific components of the KD responsible for its anti-inflammatory effects, BV-2 microglia were treated with three KD components: β-hydroxybutyrate (BHB group), fatty acids (LDA group), and low glucose (LLS group) (Figure 3A). BHB treatment specifically suppressed LPS-induced NF-κB activation (phosphorylation of p65), whereas the LDA and LLS groups showed no significant effects (Figure 3B), identifying BHB as the critical anti-inflammatory component. Quantitative PCR further confirmed BHB-mediated downregulation of pro-inflammatory cytokines (IL-6, IL-1β, TNF-α) at the mRNA level (Figure 3C). Mitochondrial functional assays revealed that BHB treatment preserved mitochondrial membrane potential in LPS-challenged BV-2 cells (Figures 3D and 3E), with flow cytometry validating reduced mitochondrial depolarization (Figures 3F and 3G). ROS quantification demonstrated that BHB effectively attenuated LPS-induced oxidative stress (Figures 3H and 3I). Metabolic profiling indicated that BHB reversed LPS-mediated ATP depletion (Figure 3J) and restored mtDNA copy numbers (Figure 3K). We further observed that BHB restored LPS-disrupted ECAR to baseline (Figure 3L) and normalized OCR (Figure 3M). These data collectively establish that BHB counteracts LPS-induced mitochondrial dysfunction and oxidative stress in microglia, suggesting its pivotal role in KD-mediated neuroprotection via dual modulation of inflammatory signaling and metabolic homeostasis.

### BHB alleviated central neural inflammation and neuropathic pain by upregulating SIRT3 expression

Systematic experimentation established BHB as the principal KD component suppressing microglial inflammatory activation. To delineate the molecular basis of KD-mediated neuropathic pain relief, we conducted mRNA sequencing on LPS-stimulated BV-2 microglia treated with phosphate-buffered saline (PBS) or BHB (Figures 4A and 4B). 

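BV-2 is an immortalized mouse microglial cell line. Its mRNA was sequenced in 9 libraries, 3 each in the Control group (no LPS), the Medium group (1 μg/mL LPS, a component of the bacterial outer membrane that activates microglia) and the BHB group (the same LPS with 1.5 mM R-3-hydroxybutyric acid, the ketone body β-hydroxybutyrate). The paper's statistical methods state, for the study as a whole, that values come from independent biological replicates, and the p-values measure the spread between these libraries. The deposited table holds whole-number counts for 12413 gene symbols, of which 99.2% are names in the GENCODE M21 annotation of GRCm38. Total counts were 23411672, 28746863 and 25109425 in Control, 32767278, 26755935 and 27099805 in Medium, and 28195170, 30996141 and 27905139 in BHB. The methods describe trimming with Skewer, FastQC v0.11.2, alignment to GRCm38 with STAR v2.7.10a in strand-specific mode and assembly with StringTie v2.1.4. The submitters' processing notes name FastQC 0.11.5, Trimmomatic, HISAT2 and StringTie instead, and the step from alignments to counts is not given in the sources used here. From the counts, the 10413 genes that passed edgeR's filter for low counts were normalized by TMM and tested with edgeR's quasi-likelihood test in a single fit of all 9 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The authors used DESeq2. The tests and alternatives for Medium against Control and BHB against Medium, the rule for naming genes and 44 gene lists were fixed before the data were examined, some lists and members after the paper's figures had been seen. Alternatives for BHB against Control and some later tests of technical sources were added afterwards.

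The scaling matters here because the 10 most abundant genes took 13.2% to 14.9% of all counts in Medium, against 8.82% to 9.03% in Control and 10.3% to 10.9% in BHB. In Ward clustering of log2 CPM (counts scaled to library size), each group formed its own branch, and BHB joined Medium before Control joined them. The mean Euclidean distance between libraries was 106 from Control to Medium, 87.5 from Control to BHB and 87.6 from Medium to BHB, against 30.4, 41.5 and 31.1 within Control, Medium and BHB. Within Medium, replicate 3 stood apart, with a chi-square per degree of freedom of 33.3 and 29.5 to the other libraries and 4.34 between those.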

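LPS raised transcripts of inflammatory mediators in BV-2 cells and lowered genes that mark resting microglia. Of 28 tested genes of inflammatory cytokines and chemokines, 26 were higher in Medium than in Control and none was lower, over all genes tested and also when adjusted over the list alone (median log2 fold change 3.77, the same with the 2 members listed at 0 in Control set to their lower bound). Tested with camera at a preset correlation, the list was higher as a whole (adjusted p = 6.32e-10), a call that was lost at an adjusted p = 0.0862 with an estimated correlation. Lcn2, which encodes the iron-binding protein lipocalin 2, was 502-fold higher (log2 fold change 8.97, standard error 0.117, adjusted p = 4.38e-16 from edgeR's quasi-likelihood test). Csf3, the granulocyte colony-stimulating factor, was 808-fold higher, the chemokine Cxcl10 298-fold, the collagenase Mmp13 259-fold, Il1a 244-fold, Ccl5 164-fold, Cxcl2 116-fold and Ccl7 104-fold; Lta and Ntng2 had log2 fold changes of 7.31 and 6.44. Il1b had a log2 fold change of 10.00 (standard error 0.328) and Tnf of 5.03 (standard error 0.100). Il6 had 3 counts over the Control libraries and 11408 over the Medium libraries, a ratio of 4090. Its 95% counting interval, from 1399 to 19840, leaves out the spread between libraries. Of 26 inflammatory effector and acute-phase genes, Lcn2 among them, 24 were higher and 2 lower (camera adjusted p = 3.04e-08, adjusted p = 0.0862 with an estimated correlation).

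Of 19 tested genes of homeostatic microglia, 15 were lower in Medium and none was higher (median log2 fold change -1.22, camera adjusted p = 4.12e-05, adjusted p = 0.0862 with an estimated correlation). Trem2, a lipid receptor of microglia, was 9.53-fold lower, and Csf1r, the receptor for the survival factor CSF-1, 5.26-fold lower. Mamdc2 was 44.1-fold lower, and Arg1, the arginase of alternatively activated macrophages, 23.1-fold. Cd300a, Ephx1, F10, Selenbp1, Mgst3 and Rasgrp3 were between 13.7-fold and 7.73-fold lower.

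With BHB added to LPS, 23 of the 28 cytokine and chemokine genes were lower than in Medium and 2 were higher (3 when adjusted over the list alone; median log2 fold change -1.13, camera adjusted p = 3.86e-05, adjusted p = 0.157 with an estimated correlation). Of the 26 inflammatory effector and acute-phase genes, 6 were higher and 13 lower (8 and 10 with library sizes alone), and camera did not call the list (median -0.21, adjusted p = 0.306). Nos2, the gene of the inducible nitric oxide synthase, was among the higher ones and had the smallest p of the list. Mmp13 was 133-fold lower, Ccl5 34.8-fold, Cxcl10 33.3-fold, Il1b 31.7-fold, Lta 8.72-fold, Il6 6.81-fold and Tnf 4.48-fold. Several interferon-stimulated genes also had large decreases. Rsad2, which encodes the antiviral enzyme viperin, was 31.4-fold lower, and Slfn4, Oasl2, Rtp4, Ifi44 and Isg15 were between 14.3-fold and 9.11-fold lower. Among homeostatic microglial genes, 13 were higher and 1 was lower (16 and 1 when adjusted over the list alone; camera adjusted p = 0.000646, adjusted p = 0.157 with an estimated correlation). Among genes with a mean log2 CPM of at least 3, Arg1 had the largest increase, 80.7-fold (log2 fold change 6.33, standard error 0.209, adjusted p = 1.3e-11 from the same test), and the selenium-binding protein gene Selenbp1 was 20.8-fold and Mamdc2 17.6-fold higher. Chd5, the glycogen branching enzyme Gbe1, Rab44, F10, Cyp11a1 and S100a4 were between 13.2-fold and 6.72-fold higher.

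Over all genes, 3777 were higher and 3784 lower in Medium than in Control, and 3461 were higher and 3503 lower in BHB than in Medium. Most of these changes were small: 74.2% and 81% of them were under 2-fold. At the thresholds in the paper's methods, an unadjusted p under 0.05 and at least a 2-fold change, 809 genes were higher and 1147 lower with LPS, and 818 were higher and 526 lower with BHB. The values of the groups did not overlap for 75.1% and 68% of the genes, where chance gives 10% for 3 libraries against 3.

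Of the genes changed by LPS, 4492 moved the opposite way with BHB. That comprised 2270 genes higher with LPS and lower with BHB, against 1271 for independent lists, and 2222 genes lower and then higher, against 1258. The same way in both comparisons moved 459 genes higher, against 1255, and 441 lower, against 1273. The covariance of the log2 fold changes was -0.600, against -0.0157 for simulated unchanged groups, and their correlation -0.606, against -0.509, since the Medium libraries enter both comparisons. Because Medium enters with opposite sign, groups that differ in unrelated ways would also give an excess of opposite moves. Independent lists leave this out, and the simulated groups hold no changed genes, so neither shows how large that excess would be. The numbers therefore do not measure how far BHB reverses the action of LPS. With BHB, 2238 of the genes raised by LPS were still above Control and 2272 of those lowered by LPS still below it. These are the matching counts with Control instead of Medium as the shared group, and they are about as large as 2270 and 2222. The number of opposite moves alone therefore does not single out a reversal. Scaling by library sizes alone shifts the median log2 fold change of all genes to -0.273 for LPS and 0.132 for BHB, and then 2276 genes were higher and 5375 lower with LPS, and 4296 higher and 2601 lower with BHB.

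**Figure D1:**
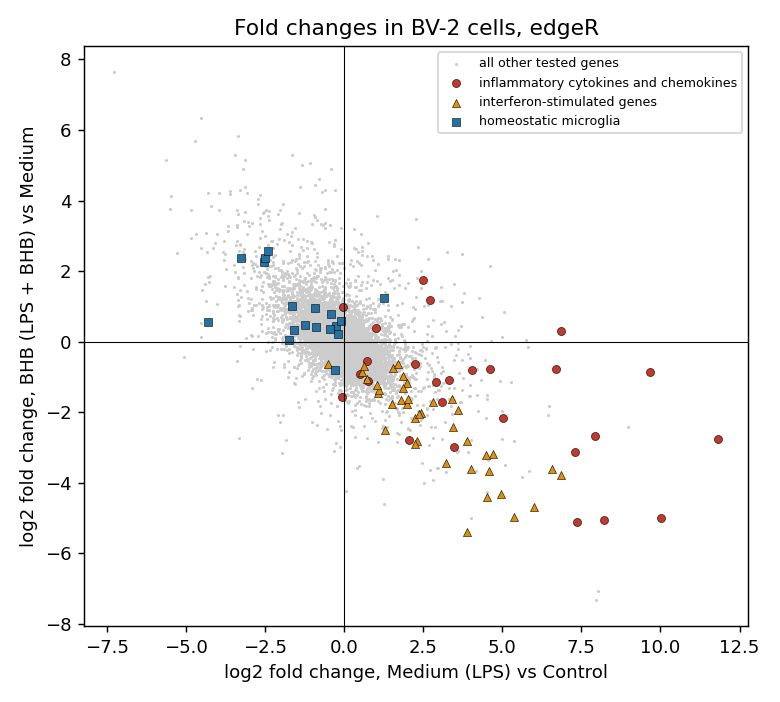
Log2 fold changes from edgeR of Medium against Control (x axis) and of BHB against Medium (y axis) for the 10369 tested genes with counts in every group. Points are genes; circles mark 26 inflammatory cytokines and chemokines, triangles 39 interferon-stimulated genes and squares 18 genes of homeostatic microglia. Most triangles lie to the right of the vertical line and below the horizontal line.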

LPS challenge induced substantial transcriptomic reprogramming, with BHB treatment eliciting 747 differentially expressed genes (493 upregulated, 254 downregulated) (Figures 4C and 4D). 

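Compared with LPS alone, most called genes of NF-κB signaling and of antigen presentation were lower with BHB. Most called genes of glycolysis, of the HIF-1 response and of antioxidant defense were higher. Of 30 tested genes of the NF-κB pathway and its feedback inhibitors, 28 were higher and 1 was lower in Medium than in Control (median log2 fold change 1.29, camera adjusted p = 6.32e-10, adjusted p = 0.0135 with an estimated correlation). With BHB, 23 of them were lower than in Medium and 3 were higher (24 and 3 when adjusted over the list alone; median -0.53, camera adjusted p = 0.000209, adjusted p = 0.0748 with an estimated correlation). The NF-κB subunit gene Nfkb2 had a log2 fold change of -1.79 (standard error 0.0779), and the negative regulators Zfp36 and Tnfaip3 of -1.50 (standard error 0.103) and -1.04 (standard error 0.0712). Tnip3 went the other way, at 3.54 (standard error 0.206). All 12 tested genes of antigen presentation were lower with BHB, after 10 had been higher and none lower with LPS (camera adjusted p = 0.000199 and 0.00109, adjusted p = 0.356 and 0.326 with an estimated correlation). Among them, the peptide transporter gene Tap1 had a log2 fold change of 1.53 with LPS and -1.36 with BHB.

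Of 23 genes of glycolysis, 19 were higher and 1 was lower in BHB than in Medium (20 and 1 when adjusted over the list alone; median 1.05, camera adjusted p = 1.18e-07, adjusted p = 0.0718 with an estimated correlation). Eno3 rose by 1.43 on the log2 scale (standard error 0.0663), Tpi1 by 1.30 and Pgam1 by 1.18. With LPS, 5 members were higher and 13 lower (camera adjusted p = 0.091). The glucose transporter gene Slc2a1 rose in both steps, by 2.28 with LPS and by a further 1.28 with BHB. Of 39 HIF-1 target genes, 15 were higher and 16 lower with LPS (12 and 23 with library sizes alone), and 29 were higher and 6 lower with BHB (30 and 6 when adjusted over the list alone; median 0.88, camera adjusted p = 1.72e-07, adjusted p = 0.157 with an estimated correlation), among them Ndrg1 at 2.28 and Nos2, the inducible nitric oxide synthase, at 2.48. Of 31 genes controlled by the antioxidant regulator NRF2, 19 were higher and 6 lower with BHB (camera adjusted p = 0.00284, adjusted p = 0.316 with an estimated correlation; the same counts when adjusted over the list alone). Ptgr1 rose by 2.21, Me1 by 1.79, the glutathione peroxidase gene Gpx1 by 1.55 and the peroxiredoxin gene Prdx1 by 1.32. Nfe2l2, which encodes NRF2 itself, had a log2 fold change of -0.50 (adjusted p = 6.78e-06). Hmox1 had a log2 fold change of 2.93 with LPS, and -0.43 with BHB (adjusted p = 0.021, with a range from 5.58e-05 to 0.111 over the alternatives and no call in 7 of them). Of 10 genes of NADPH oxidase and reactive oxygen production, 5 were higher and 3 lower with BHB (camera adjusted p = 0.306).

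Further lists were written on the terms of Figures 4H and 4I, as the HIF-1 list was, so their counts are not independent evidence of enrichment. Of 58 Rap1 signaling genes, 30 were higher and 15 lower with BHB (30 and 17 when adjusted over the list alone; camera adjusted p = 0.313), among them Flt1 at 1.76. Of 20 genes of adaptive and type 2 immune regulation, 9 were higher and 9 lower (adjusted p = 0.924). Cd86, a T cell costimulator, fell by 1.13 and Cd274, the checkpoint ligand PD-L1, by 1.30. Of 22 genes of neutrophil-associated immunity, 9 were higher and 7 lower (adjusted p = 0.666), of 22 genes of lipid export 9 were higher and 7 lower (10 and 7 when adjusted over the list alone; adjusted p = 0.609), of 33 genes of the RAGE pathway 6 were higher and 15 lower (6 and 14 when adjusted over the list alone, 12 and 13 with library sizes alone; adjusted p = 0.237) and of 15 genes of steroid hormone synthesis 5 were higher and 5 lower (adjusted p = 0.977). With LPS, the RAGE list (22 higher and 7 lower, camera adjusted p = 0.00265, adjusted p = 0.0862 with an estimated correlation), the lipid export list (4 and 15, 0.0234, adjusted p = 0.117 with an estimated correlation) and the steroid list (8 and 2, 0.0297, adjusted p = 0.127 with an estimated correlation) were called. The steroid list covers hormone synthesis and secretion and holds cytokine genes. Tnf, Il1b and Il6 were among its members with the smallest p with LPS, so its call is not evidence on steroid synthesis genes as such. In all, camera called 12 of 35 lists for BHB and 15 for LPS, of which 0 and 1 were called with an estimated correlation. Splits of the same 6 libraries that mix the groups gave up to 12 and 11 calls. They keep part of the group difference, since 3 libraries of each group cannot be mixed evenly, so they do not show how many calls chance gives. The number of called lists is therefore not a test of the treatments. The counts of members are not a test either. Of all tested genes, 66.9% were called with BHB and 72.6% with LPS, nearly as many higher as lower, and members of a list may move together.

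**Figure D2:**
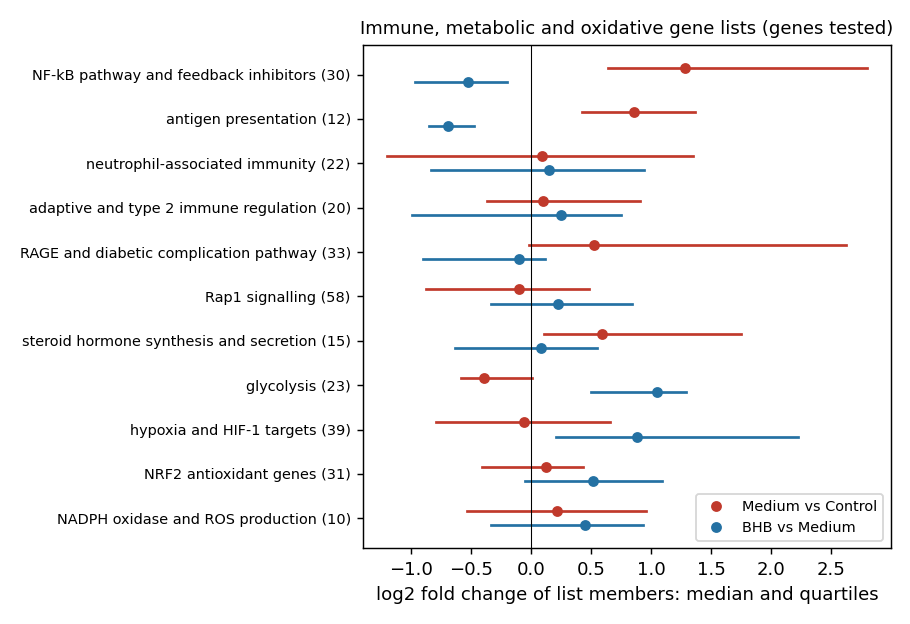
Median log2 fold change of 11 gene lists (points), with lines from the lower to the upper quartile of the members. Red is Medium against Control and blue is BHB against Medium; the number of genes tested is in parentheses. The glycolysis median moves from -0.39 with LPS to 1.05 with BHB, and the NF-κB median from 1.29 to -0.53.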

Functional annotation revealed that BHB-modulated genes were enriched in immune processes (Gene Ontology [GO] analysis, Figure 4H) and oxidative stress/metabolic pathways (Kyoto Encyclopedia of Genes and Genomes [KEGG] analysis, Figure 4I). 

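Sirt3, which encodes a mitochondrial NAD-dependent deacetylase, was 3.35-fold higher in BHB than in Medium (log2 fold change 1.74, standard error 0.107, adjusted p = 4.8e-09 from edgeR's quasi-likelihood test). Its level was 42.3 ± 4.23 CPM in BHB, 12.6 ± 1.30 in Medium and 15.3 ± 1.43 in Control (TMM-normalized mean ± SD, n = 3). The 3 BHB libraries held 1263, 1390 and 1033 counts, the Medium libraries 359, 272 and 367, and the Control libraries 373, 531 and 400. Every BHB library lay above every Medium library, and every Medium library below every Control library (exact permutation test, 2-sided p = 0.1 for each, the smallest that 3 libraries against 3 allow). With LPS alone, Sirt3 had a log2 fold change of -0.28 (standard error 0.11, adjusted p = 0.0349 from edgeR). That decrease no longer passed the threshold with limma-voom (adjusted p = 0.0629), with the replicate number as a term of the fit (adjusted p = 0.0502), without Control replicate 2 (adjusted p = 0.176), without Medium replicate 1 (adjusted p = 0.0784) or without Medium replicate 2 (adjusted p = 0.129), with a range from 0.00149 to 0.176 over the alternatives. In BHB, Sirt3 stood 2.77-fold above Control (adjusted p = 2.15e-08).

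Sirt3 (ENSMUSG00000025486.17) lies on chromosome 7 of GRCm38 from 140863666 to 140882309 on the minus strand in GENCODE M21. Both ends overlap a gene on the plus strand. At the 3' end, Ric8a, a guanine nucleotide exchange factor gene, runs from 140856957 to 140864372 and shares 707 bp with Sirt3, of which 418 are in exons of both. At the 5' end, the proteasome subunit gene Psmd13 runs from 140881968 to 140898643 and shares 342 bp, all in exons of both. The alignment is described as strand-specific, but whether strand was used in counting is not given, so reads in these overlaps cannot be assigned with certainty. Ric8a had a log2 fold change of -0.51 with LPS and 0.74 with BHB (adjusted p = 0.000205 and 7.33e-06). Psmd13 had 0.21 with LPS (adjusted p = 0.0163, from 0.0017 to 0.431 over the alternatives, and -0.061 with library sizes alone) and 0.59 with BHB (adjusted p = 4.08e-06). From the rise of Sirt3 with BHB, the paper takes up SIRT3 as the factor to study, and in the heading of this section it states that BHB acts by upregulating it. For that statement the paper also relies on immunoblots of SIRT3 protein in BV-2 cells and spinal cord. It further relies on co-staining of SIRT3 in spinal cord and on experiments with Sirt3-deficient mice and microglia.

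**Figure D3:**
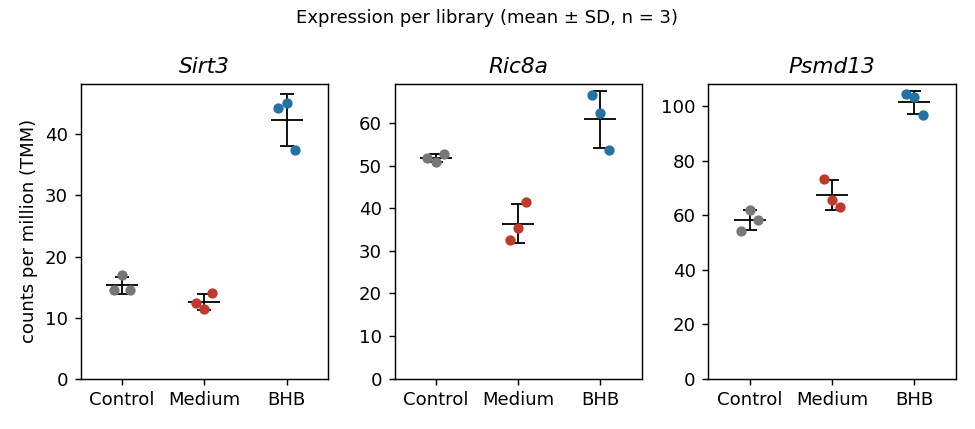
CPM, normalized by TMM, of Sirt3 and of the genes that overlap it at either end, Ric8a and Psmd13. Points are libraries; the horizontal mark is the group mean and the bars are ± 1 SD (n = 3). For Sirt3 the BHB mean is 42.3, against 12.6 in Medium and 15.3 in Control.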

Notably, BHB upregulated SIRT3 expression (Figures 4F and 4G), prompting focused investigation of this mitochondrial deacetylase. Quantitative immunoblotting confirmed LPS-induced SIRT3 suppression in both cellular models (Figures 4J and 4K) and spinal cord tissues (Figures 4L and 4M), and this suppression was reversed by BHB treatment. Cell-type-specific co-localization analysis demonstrated predominant SIRT3 expression changes in Iba-1⁺ microglia compared to GFAP⁺ astrocytes or NeuN⁺ neurons following CCI and KD interventions (Figures 4N and 4O). These findings identify SIRT3 as a critical regulator of microglial-mediated oxidative stress and inflammatory responses, establishing a mechanistic link between BHB-dependent effects and the therapeutic efficacy of the KD in neuropathic pain.

### *Sirt3* deficiency abolishes the anti-inflammatory effects and alleviation neuropathic pain of BHB

To further confirm the role of SIRT3 in BHB-mediated reduction of CNS inflammation and neuropathic pain, we established CCI models in *Sirt3^+/-^* and *Sirt3^-/-^* mice, followed by oral BHB administration (Figure 5A; Figure S1). *Sirt3* deficiency completely abrogated BHB's analgesic effects on thermal hyperalgesia and mechanical allodynia thresholds (Figures 5B and 5C) and abolished BHB-induced suppression of spinal pro-inflammatory cytokines (IL-6, IL-1β, TNF-α) and phosphorylated NF-κB p65 (p-p65) (Figures 5D-5F). Immunofluorescence quantification across six experimental groups revealed that CCI upregulated glial and neuronal markers (Iba-1, GFAP, NeuN) independently of SIRT3 status, whereas BHB administration significantly downregulated all three markers. Notably, SIRT3 deficiency selectively reversed BHB's effects, with the maximal impact observed on microglial Iba-1 expression (Figures 5G and 5H). These data collectively indicate that SIRT3 is essential for BHB-driven regulation of neuroinflammation and glial activation.

### *Sirt3* deficiency abolished the protective effects of BHB on neuropathic pain by impairing mitochondrial function

Ultrastructural analysis using transmission electron microscopy revealed that BHB ameliorated CCI-induced mitochondrial pathologies, including cristae rupture and swelling, in *Sirt3^+/-^* mice, but exhibited no therapeutic efficacy in *Sirt3^-/-^* counterparts (Figures 6A-6C). Genetic ablation of SIRT3 exacerbated mitochondrial damage, manifested by membrane disintegration and matrix leakage irrespective of BHB administration. Quantitative assessment of oxidative stress markers demonstrated that *Sirt3^-/-^* mice exhibited elevated 8-OHdG expression following CCI, an effect attenuated by BHB in Sirt3^+/-^ mice but not in *Sirt3^-/-^* genotypes (Figures 6D and 6E). Consistent with these findings,* Sirt3* knockout nullified BHB's protective effects on mitochondrial bioenergetics, as evidenced by impaired membrane potential restoration (Figure 6F), failure to reverse mtDNA depletion (Figure 6G), and persistent ATP synthesis deficits (Figure 6H). Similar trends were observed for ROS levels in spinal cord tissue (Figure S2). These data collectively establish SIRT3 as an indispensable mediator of BHB-mediated mitochondrial stabilization and antioxidant effects in neuropathic pain pathogenesis, underscoring its critical role in mitochondrial functional preservation and oxidative damage mitigation.

### *Sirt3* deficiency abolished the increased the expression of UCP2 and PGC-1α by BHB in the dorsal horn of the spinal cord

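Ucp2, which encodes a proton and metabolite carrier of the inner mitochondrial membrane, changed in the same direction as Sirt3 in both comparisons in BV-2 cells. So did many genes: 2222 were called lower with LPS and higher with BHB. The fall of Sirt3 with LPS was not called in 5 of 17 alternatives. The level of Ucp2 was 272 ± 3.95 CPM in Control, 107 ± 7.28 in Medium and 215 ± 1.01 in BHB (TMM-normalized mean ± SD, n = 3). The log2 fold change was -1.34 with LPS (standard error 0.0566, adjusted p = 4.78e-11 from edgeR) and 1.00 with BHB (standard error 0.0564, adjusted p = 1.92e-09), which left Ucp2 1.27-fold below Control (adjusted p = 7.67e-05). Pparg, the gene of a lipid-sensing nuclear receptor, was close to the limit of detection. It had 2, 16 and 6 counts in the Control libraries, 0 in each Medium library and 9, 6 and 7 in the BHB libraries, and did not pass the filter for low counts. Against a floor of 3 counts over a group, this is 7.44-fold lower in Medium than in Control and 6.66-fold higher in BHB than in Medium. These folds leave out the counting error of Control and BHB, so the true ones may be smaller. The first rests largely on the 16 counts of Control replicate 2. Tested without the filter, the adjusted p from edgeR was 0.00737 and 0.00997. Ppargc1a, the gene of PGC-1α, was not analysed here. Ppargc1b, which encodes a related coactivator, had a log2 fold change of 0.36 with LPS (adjusted p = 0.00586, from 0.00367 to 0.475 over the alternatives, the last with library sizes alone) and of -1.21 with BHB (adjusted p = 1.92e-07). No correlation over the libraries was computed here. Both Sirt3 and Ucp2 separated BHB from Medium in every library (exact permutation test, 2-sided p = 0.1 for each). BHB and Medium were likewise apart for 68% of all tested genes.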

Gene co-expression analysis revealed a strong correlation between SIRT3 and mitochondrial function-associated genes under BHB intervention, with particularly significant associations observed among peroxisome proliferator-activated receptor gamma (Pparg), uncoupling protein 2 (Ucp2), and SIRT3 (Figure 7A). PGC-1α (peroxisome proliferator-activated receptor gamma coactivator 1 alpha), a Pparg coactivator, modulates energy metabolism-related biological processes 37. Building on established knowledge of the UCP2-SIRT3-PGC-1α axis in mitochondrial quality control and oxidative stress mitigation 38, we investigated its unexplored role in neuropathic pain. Systematic evaluation of Ucp2, Pparg, and PGC-1α expression across *in vivo* and *in vitro* models demonstrated that CCI significantly suppressed both mRNA and protein levels of these targets in *Sirt3^+/-^* and *Sirt3^-/-^* mice (Figures 7B and 7C). BHB administration restored CCI-induced transcriptional and translational deficits in a *Sirt3*-dependent manner, with complete abolition of this rescue effect in *Sirt3-*deficient spinal tissues. In LPS-challenged primary microglia, *Sirt3* deficiency exacerbated the LPS-driven downregulation of Ucp2, Pparg, and PGC-1α. Conversely, BHB intervention attenuated the LPS-induced reductions in mRNA and protein expression of Ucp2, Pparg, and PGC-1α, an effect abolished by *Sirt3* deficiency in primary microglia (Figures 7D and 7E). These results mechanistically link BHB's anti-neuroinflammatory effects to SIRT3-mediated activation of the UCP2-PGC-1α regulatory axis, providing novel insights into mitochondrial pathway modulation in neuropathic pain pathophysiology.

### *Sirt3* deficiency abolished the increased expression ketone synthesis and utilization enzymes by BHB

Our findings demonstrate that BHB upregulates SIRT3 expression. To assess whether *Sirt3* deficiency affects systemic ketone homeostasis, we measured circulating ketone levels. Notably, genetic ablation of *Sirt3* abolished the BHB-induced elevation of blood ketones (Figure 8A). Given the liver's central role in ketogenesis, we analyzed two key enzymes: β-hydroxybutyrate dehydrogenase 1 (BDH1) and 3-hydroxy-3-methylglutaryl-CoA synthase 2 (HMGCS2). Western blotting revealed that CCI significantly downregulated hepatic HMGCS2 and BDH1 expression. In *Sirt3^+/-^* mice, BHB treatment restored CCI-induced reductions in HMGCS2 and BDH1 expression, consistent with enhanced ketogenic capacity, whereas this effect was absent in *Sirt3^-/-^* mice (Figures 8B and 8C). Immunofluorescence staining further confirmed these hepatic enzyme expression patterns (Figures 8D and 8E), indicating that SIRT3 deficiency impairs BHB-driven ketone synthesis.

Given the spinal dorsal horn's importance in nociceptive processing, we evaluated ketone utilization in this region (Figure 8F). CCI significantly reduced expression of ketolytic enzymes 3-oxoacid CoA-transferase 1 (OXCT1) and BDH1. BHB treatment upregulated OXCT1 and BDH1 in *Sirt3^+/-^* mice after CCI, suggesting enhanced ketone catabolism, but failed to do so in *Sirt3^-/-^* mice (Figures 8G and 8H). Immunofluorescence verified BHB-induced increases in spinal OXCT1 and BDH1, which were abolished by *Sirt3* deletion (Figures 8I and 8J). Together, these results demonstrate that *Sirt3* deficiency disrupts BHB-mediated upregulation of both ketogenic and ketolytic enzymes.

## Discussion

The KD emerges as a multifaceted therapeutic strategy, engaging both metabolic reprogramming and immunomodulatory pathways to combat neuropathic pain 39, 40. By promoting hepatic ketogenesis under carbohydrate restriction, KD generates BHB and acetoacetate—alternative fuels that sustain cerebral and peripheral energy demands while initiating a cascade of neuroprotective effects 41, 42. Our study extends these findings to neuropathic pain pathophysiology by demonstrating that KD alleviates CCI-induced mechanical allodynia and thermal hyperalgesia while suppressing spinal neuroinflammation and microglial hyperactivation. Mechanistically, BHB—the primary effector ketone body of KD—enhances SIRT3 expression to coordinate three therapeutic effects: augmented ketogenesis, mitochondrial functional maintenance, and anti-inflammatory signaling. Strikingly, genetic *Sirt3* ablation fully abrogated KD's neuroprotective benefits, unequivocally establishing SIRT3 as the non-redundant molecular hub for KD-mediated analgesia and neural homeostasis.

In microglia, LPS stimulation activates the Toll-like receptor 4 (TLR4)-mediated signaling cascade, initiating pro-inflammatory pathways (such as NF-κB and MAPK) to drive microglial polarization toward a pro-inflammatory phenotype 43. This activation induces a metabolic shift characterized by enhanced mitochondrial oxidative phosphorylation (OXPHOS) to meet the elevated energy demands for synthesizing inflammatory mediators, thereby increasing the OCR 44, 45. Concurrently, glycolysis is suppressed through dual mechanisms: (1) accumulation of NADH inhibits phosphofructokinase-1 (PFK1), the rate-limiting glycolytic enzyme, and (2) poly (ADP-ribose) polymerase (PARP) activation depletes NAD^+^ pools, reducing glyceraldehyde-3-phosphate dehydrogenase (GAPDH) activity 46-48. While BHB is classically recognized as a mitochondrial fuel that promotes OXPHOS - typically associated with glycolysis suppression (as evidenced by decreased ECAR) 49, 50 - our findings reveal a distinct mechanism under LPS challenge. Mechanistically, despite sustained OXPHOS activation during LPS stimulation, BHB paradoxically alleviates glycolysis inhibition by restoring NAD^+^ availability (via PARP pathway modulation), thereby reactivating glycolytic flux while maintaining OXPHOS activity 51. This dual metabolic reprogramming enables concurrent elevations in both OCR (reflecting OXPHOS) and ECAR (indicating glycolytic recovery), reconciling the apparent contradiction between mitochondrial fuel utilization and glycolytic revival under inflammatory conditions. Future studies are warranted to further elucidate the underlying mechanisms.

Chronic neuroinflammation underpins multiple neurological disorders through sustained activation of microglia and astrocytes 42, 52, 53. The KD demonstrates therapeutic potential by counteracting nociception via glyoxalase 1 activation 54, with BHB serving as the key effector molecule. BHB bypasses metabolic bottlenecks (such as CPT1/PDC) to rapidly fuel mitochondrial β-oxidation 55, 56, while concurrently suppressing NLRP3 inflammasomes, enhancing protein clearance (including α-synuclein), and polarizing microglia toward neuroprotective phenotypes 57-60. However, its clinical translation remains constrained by metabolic state dependency 55.

To investigate the anti-inflammatory and mitochondrial protective mechanisms of BHB, we focused on *Sirt3*, a central mitochondrial deacetylase that regulates microglial activity. SIRT3 coordinates anti-inflammatory and antioxidant responses via PI3K/AKT-SIRT3 and Nrf2/HO-1 pathways 61, 62, while optimizing mitochondrial function through UCP2-mediated ROS scavenging and PGC-1α deacetylation 63, 64. BHB amplifies SIRT3 activity through HDAC inhibition and PPAR/FoxO-dependent transcriptional activation 65-68, synergizing with AMPK-PGC-1α signaling to enhance mitochondrial biogenesis 69, 70. Notably, Sirt3 abolished the suppressive effects of BHB on pro-inflammatory cytokines (TNF-α, IL-6, IL-1β) and disrupted mitochondrial integrity, thereby promoting ROS accumulation and NF-κB-driven inflammatory signaling 71, 72. While BHB modulated UCP2/Pparg/PGC-1α expression independently of *Sirt3* baseline levels, *Sirt3* knockout disrupted BHB-responsive UCP2 activation and systemic ketone homeostasis 69, 70, confirming its indispensability in mediating BHB's effects.

Notably, our study has limitations. First, the precise mechanism by which BHB interacts with the UCP2-SIRT3-PGC-1α signaling axis requires further mechanistic investigation. Second, technical constraints in microglial dynamic imaging and immunostaining resolution necessitate methodological refinements. Finally, the dual role of SIRT3 in regulating hepatic ketogenesis and spinal cord ketone body metabolism warrants further investigation to delineate tissue-specific regulatory mechanisms.

In summary, we establish *Sirt3* as a central regulatory node that functionally connects the anti-neuroinflammatory effects of BHB to mitochondrial integrity and ketone body metabolic homeostasis. These findings position *Sirt3*-targeted therapies and ketogenic interventions as promising strategies for neuropathic pain management.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
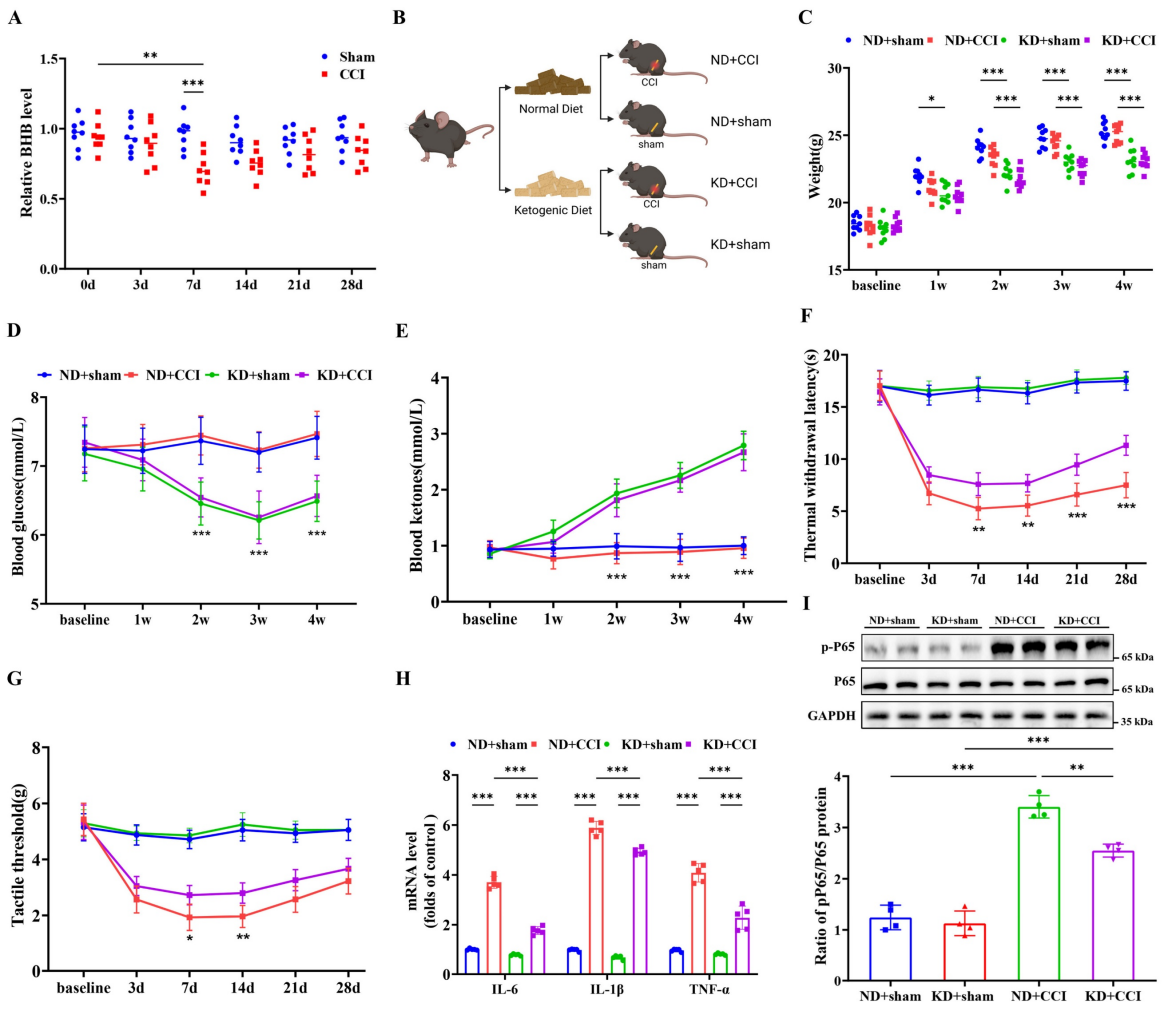
The ketogenic diet alleviates central nervous system inflammation and neuropathic pain. (A) Serum BHB levels pre-modeling and at 3-, 7-, 14-, 21-, and 28-day post-modeling time points (n = 8). (B) Schematic of the experimental design. (C) Body weight trajectories (n = 9). (D) Blood glucose levels (n = 9). (E) Circulating ketone body levels (n = 9). (F) Thermal nociceptive stimulus responses in mice (n = 9). (G) Mechanical nociceptive stimulus responses in mice (n = 9). (H) mRNA levels of pro-inflammatory cytokines (TNF-α, IL-1β, and IL-6) in the spinal cord at day 7 post-CCI (n = 4). (I) Protein expression of phosphorylated NF-κB p65 (p-p65) with GAPDH as a loading control (n = 4). *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 2:**
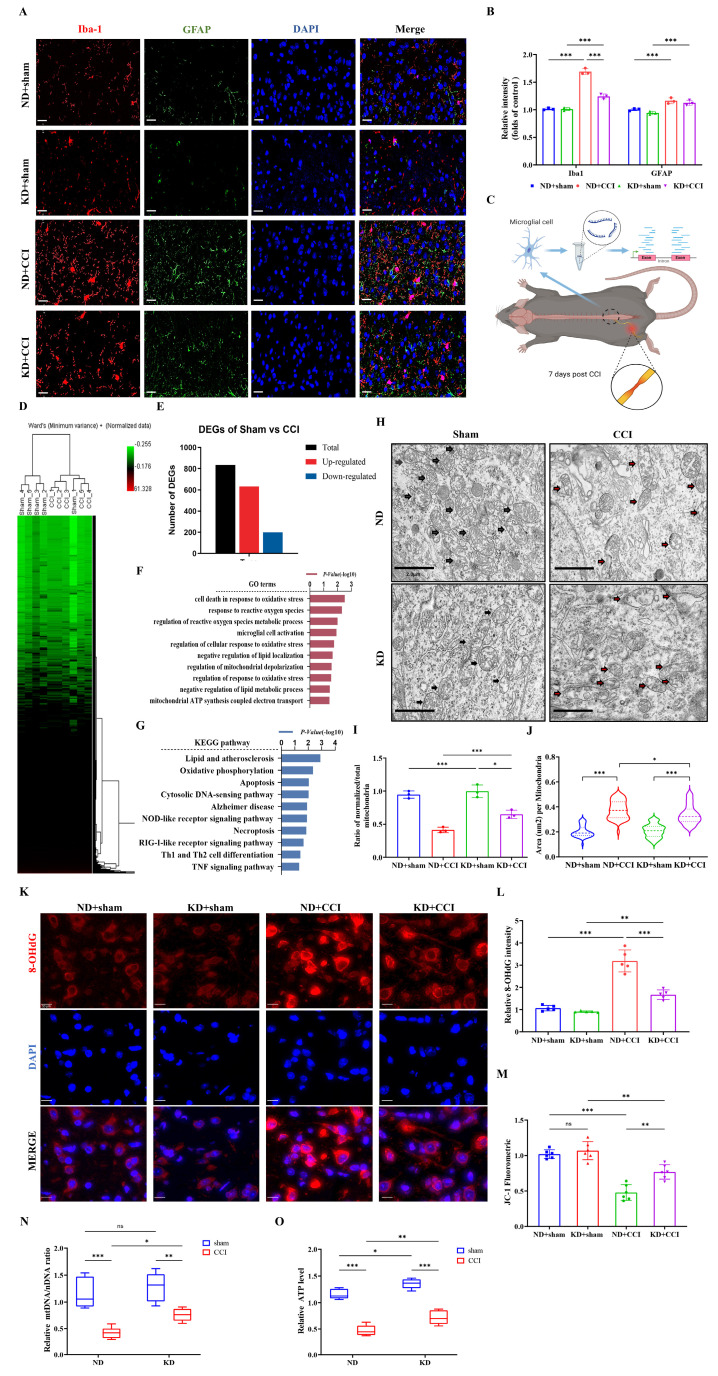
The ketogenic diet modulates microglial activation and mitochondrial homeostasis in CCI-induced neuropathic pain. (A) Representative immunofluorescence images of spinal Iba-1⁺ microglia (red) and GFAP⁺ astrocytes (green) at 7 days post-CCI, counterstained with DAPI (blue). Scale bars: 25 µm. (B) Quantification of Iba-1 and GFAP fluorescence intensity (n = 3). (C) Experimental Workflow of GSE180627 Data Analysis. (D) HCA of microglial transcriptomes (from GSE180627) (n = 5). (E) Counts of DEGs. (F, G) GO and KEGG pathway enrichment analysis of CCI versus Sham microglia. (H) Transmission electron micrographs of spinal dorsal horn mitochondria (black arrows: intact cristae; red arrows: swollen or damaged cristae). Scale bars: 2 µm. (I) Normalized-to-Total Mitochondrial Ratio (n=3). (J) Area of the mitochondria. n=50 mitochondria / group. From top to bottom, the dashed lines in the violin plots represent upper quartile, median, and lower quartile. (K) 8-OHdG⁺ oxidative damage foci (red). Scale bars: 10 µm. (L) 8-OHdG fluorescence intensity (n = 5). (M) JC-1 mitochondrial membrane potential (n = 6). (N, O) Mitochondrial DNA copy number and ATP levels (n = 5). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 3:**
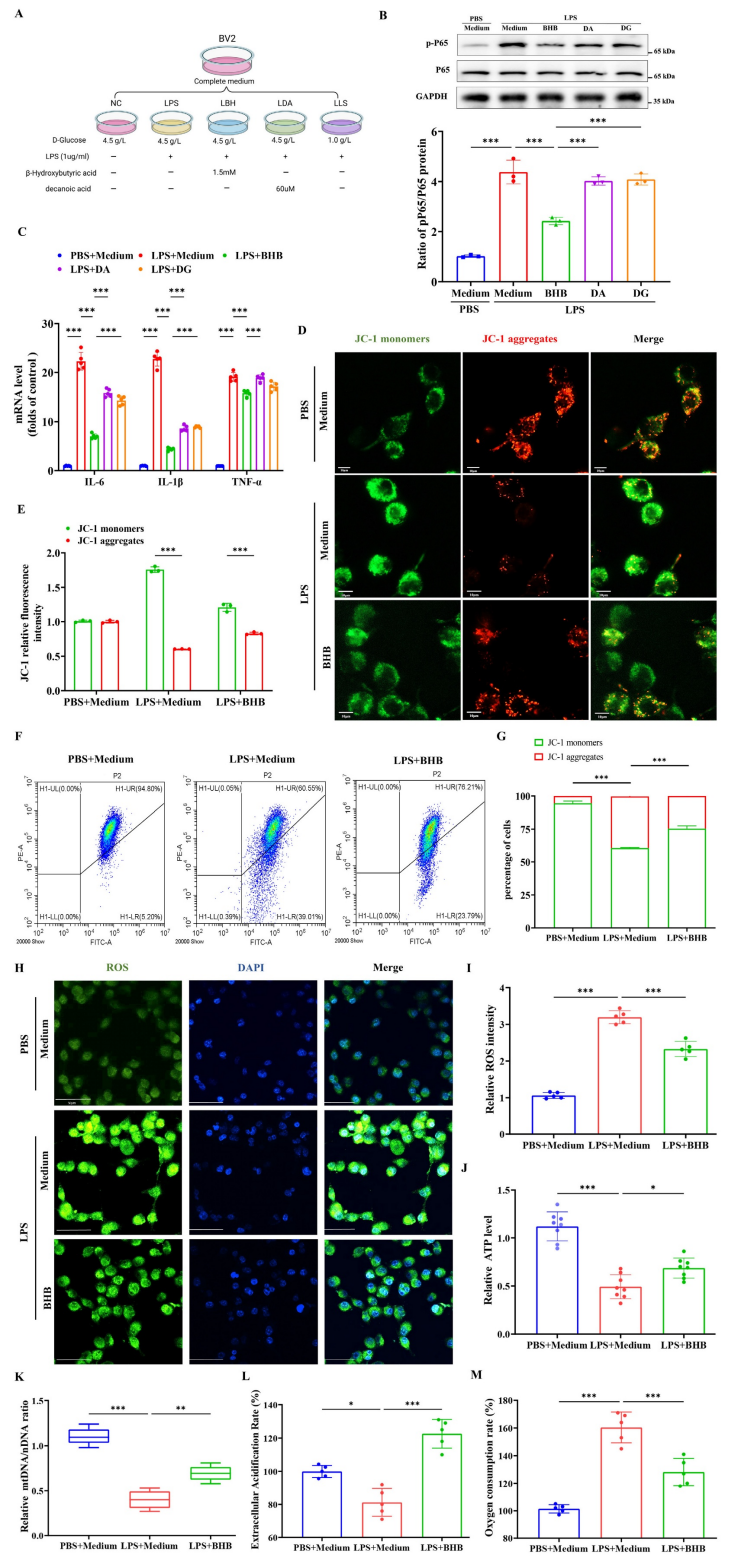
BHB attenuates LPS-induced microglial inflammation and mitochondrial dysfunction. (A) Schematic of the experimental design. (B) Protein expression of phosphorylated NF-κB p65 (p-p65) in LPS-stimulated BV2 microglia treated with β-hydroxybutyrate (BHB group), decanoic acid (LDA group), or low glucose (LLS group), with GAPDH as a loading control (n = 3). (C) mRNA levels of pro-inflammatory cytokines (TNF-α, IL-1β, and IL-6) measured by qRT-PCR (n = 4). (D) JC-1 mitochondrial membrane potential staining (red: J-aggregates [polarized]; green: monomers [depolarized]). Scale bars: 10 µm. (E) Quantification of the JC-1 fluorescence ratio (n = 3). (F, G) Flow cytometric analysis of mitochondrial polarization (n = 4). (H) ROS fluorescence imaging. Scale bars: 50 µm. (I) Quantification of ROS intensity (n = 5). (J) Cellular ATP levels (n = 8). (K) Mitochondrial DNA copy number (n = 5). (L) and OCR (M) detection in three groups of cells (n = 5). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 4:**
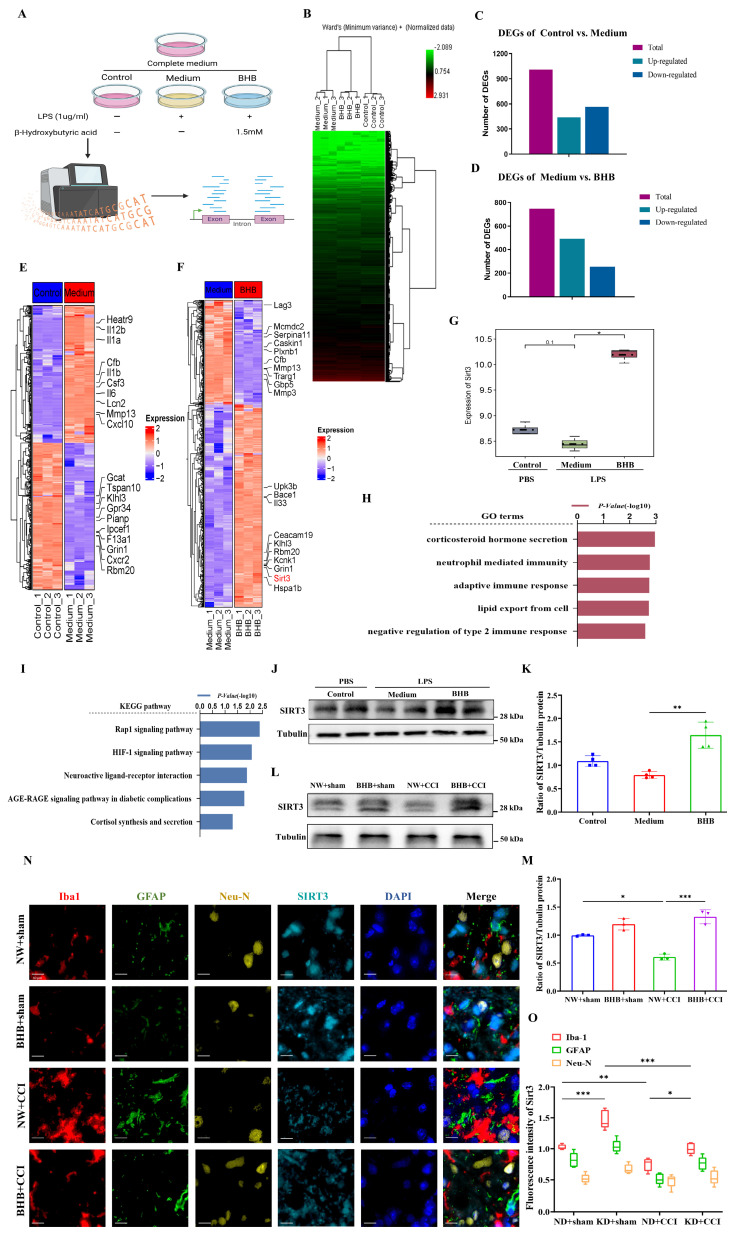
BHB inhibits the inflammatory response by upregulating SIRT3 expression. (A) Schematic of sample sources and experimental groups. (B) HCA of BV2 cells (n = 3). (C, D) Bar graphs showing the number of DEGs. (E) Heatmap of significantly up- and down-regulated genes in the control group versus medium group. (F) Heatmap of significantly up- and down-regulated genes in the medium group versus BHB group. (G) Expression of SIRT3 in the three groups (n = 3). (H) GO analysis results. (I) KEGG pathway enrichment results. (J) SIRT3 protein expression in BV2 cells upon LPS stimulation with or without BHB. Tubulin was used as a loading control. (K) SIRT3 protein expression in BV2 cells (n = 4). (L) Expression of SIRT3 protein in the spinal dorsal horn at day 7 post-CCI modeling. Mice received regular and quantitative administrations of normal saline or BHB following anesthetic recovery on the first day of modeling. Tubulin was used as a loading control. (M) SIRT3 protein expression in the spinal cord at day 7 post-CCI modeling (n = 4). (N) Immunofluorescence staining results for Iba-1 (red), GFAP (green), NeuN (yellow), and SIRT3 (cyan) in the spinal cord at day 7 post-CCI modeling, counterstained with DAPI (blue). Scale bars: 10 µm. (O) Fluorescence intensity of Iba-1, GFAP, and NeuN co-localized with SIRT3. Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

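The 10 genes labelled as higher in Medium in Figure 4E were all called higher by edgeR. Among them Cfb, the complement factor B gene, had a log2 fold change of 7.97 (standard error 0.438, adjusted p = 7.35e-10). The genes Heatr9 and Il12b, the latter a subunit of interleukin 12 and 23, were listed at 0 in every Control library and had 1032 and 415 counts over the Medium libraries, which is at least 370-fold and 149-fold higher against a floor of 3 counts over a group. Of the 10 genes labelled as lower in Medium, 9 were tested and all 9 were called lower. Tspan10, F13a1, the gene of a coagulation factor subunit, Ipcef1, Grin1, an NMDA receptor subunit gene, Cxcr2, a chemokine receptor gene, Pianp, Gpr34 and Rbm20 were listed at 0 in every Medium library, and were at least 118-fold, 114-fold, 80.3-fold, 71.6-fold, 53.6-fold, 40.6-fold, 22.9-fold and 22.6-fold lower. Klhl3 had 387 counts over Control and 2 over Medium. Gcat did not pass the filter, with 157 counts over Control and 0 over Medium, and was lower when tested without it (adjusted p = 0.000781 from edgeR). A 0 in this table need not mean that no read was there: Qser1, chosen after its values were seen, is listed at 0 in Medium replicate 1 beside 1266 and 1709 counts in the other Medium libraries. Bounds against 0 therefore cover counting error only, and only that of the group at 0, not that of the other group.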

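Of the 10 genes labelled as higher in BHB in Figure 4F, all 10 were tested and called higher by edgeR. Klhl3, which encodes an adaptor of a ubiquitin ligase, rose from 2 counts over the Medium libraries to 511 over the BHB libraries. The ratio of 232 had a 95% counting interval from 63.9 to 1922, which leaves out the spread between libraries. Grin1 and Rbm20 had been listed at 0 in Medium and were at least 61.5-fold and 23.6-fold higher. Other labelled genes were listed at 0 or near it without BHB. Bace1, the β-secretase gene, Upk3b, Kcnk1 and the heat shock gene Hspa1b had 108, 64, 64 and 57 counts over the BHB libraries and 0 over both other groups. Il33, an alarmin gene, and Ceacam19 had 109 and 112 counts in BHB, 0 in Medium, and 7 and 11 in Control. Of the 10 genes labelled as lower in BHB, only Cfb, Mmp13 and Gbp5 passed the filter for low counts, and each was called lower. Cfb fell 159-fold (standard error 0.407 on the log2 scale, adjusted p = 1.82e-09). The interferon-induced gene Gbp5 had 226 counts over Medium and 0 over BHB, at least 82.9-fold lower. The remaining 7, Lag3, Mcmdc2, Serpina11, Caskin1, Plxnb1, Trarg1 and Mmp3, had between 23 and 34 counts over the 3 Medium libraries and 0 over BHB. Tested without the filter, all 7 were lower, with an adjusted p from edgeR between 0.00329 and 0.0126.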

**Figure 5:**
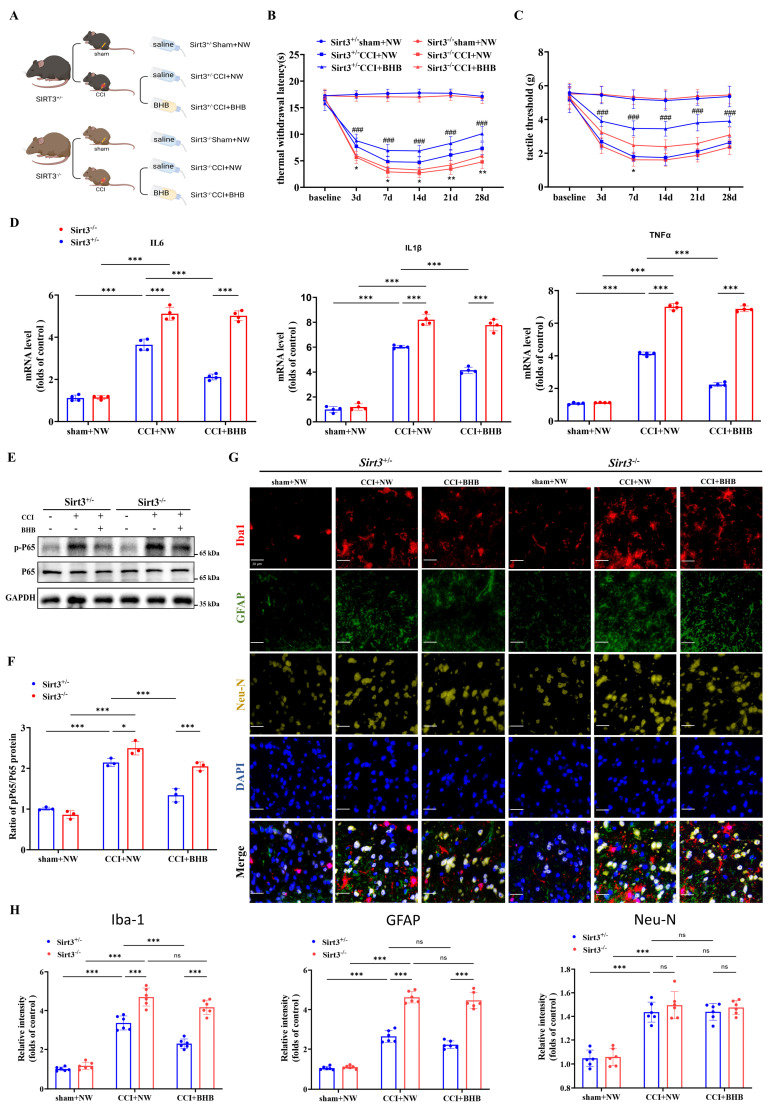
* Sirt3* deficiency abolishes BHB-mediated neuroprotection in CCI-induced neuropathic pain. (A) Schematic of the experimental design. (B, C) Thermal withdrawal latency (B) and mechanical threshold (C) trajectories in *Sirt3^+/-^* and *Sirt3^-/-^* mice before surgery and at 3, 7, 14, 21, and 28 days post-CCI (n = 5). Statistical comparisons: *Sirt3^-/-^*CCI+NW vs. *Sirt3^+/-^* CCI+NW; #*Sirt3^+/-^*CCI+BHB vs. *Sirt3^-/-^*CCI+BHB (*/#p<0.05, **/##p<0.01, ***/###p<0.001). (D) mRNA levels of spinal pro-inflammatory cytokines (TNF-α, IL-1β, and IL-6) at day 7 post-CCI (n = 4). (E, F) Protein expression of phosphorylated NF-κB p65 (p-p65) with GAPDH as a loading control (n = 4). (G) Triple immunofluorescence staining of spinal Iba-1⁺ microglia (red), GFAP⁺ astrocytes (green), and NeuN⁺ neurons (yellow), counterstained with DAPI (blue). Scale bars: 20 µm. (H) Quantification of fluorescence intensity for microglial, astrocytic, and neuronal markers. Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 6:**
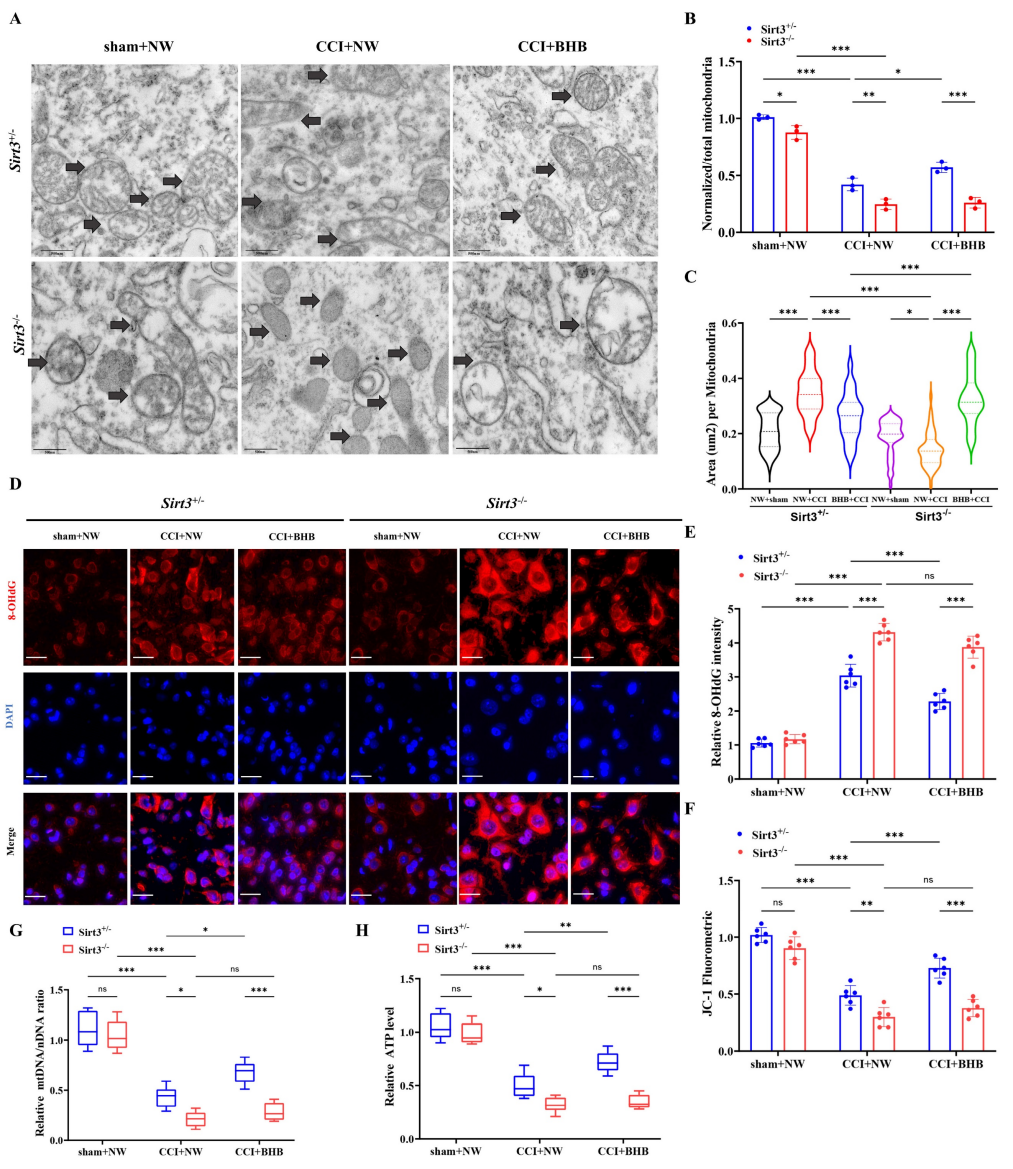
* Sirt3* ablation abrogates BHB-mediated mitochondrial protection and oxidative stress mitigation (A) Transmission electron micrographs of spinal dorsal horn mitochondria across experimental groups. Black arrows: mitochondria. Scale bars: 500 nm (n=3). (B) Normalized-to-Total Mitochondrial Ratio (n=3). (C) Area of the mitochondria. n=50 mitochondria / group. From top to bottom, the dashed lines in the violin plots represent upper quartile, median, and lower quartile. (D) 8-OHdG⁺ oxidative damage foci (red). Scale bars: 10 µm. (E) 8-OHdG fluorescence quantification (n=5). (F) JC-1 mitochondrial membrane potential flow cytometry results (n=6). (G) mtDNA copy number (n=5). (H) ATP production levels (n=5). Data: mean ± SEM. *p<0.05, **p<0.01, ***p<0.001.

**Figure 7:**
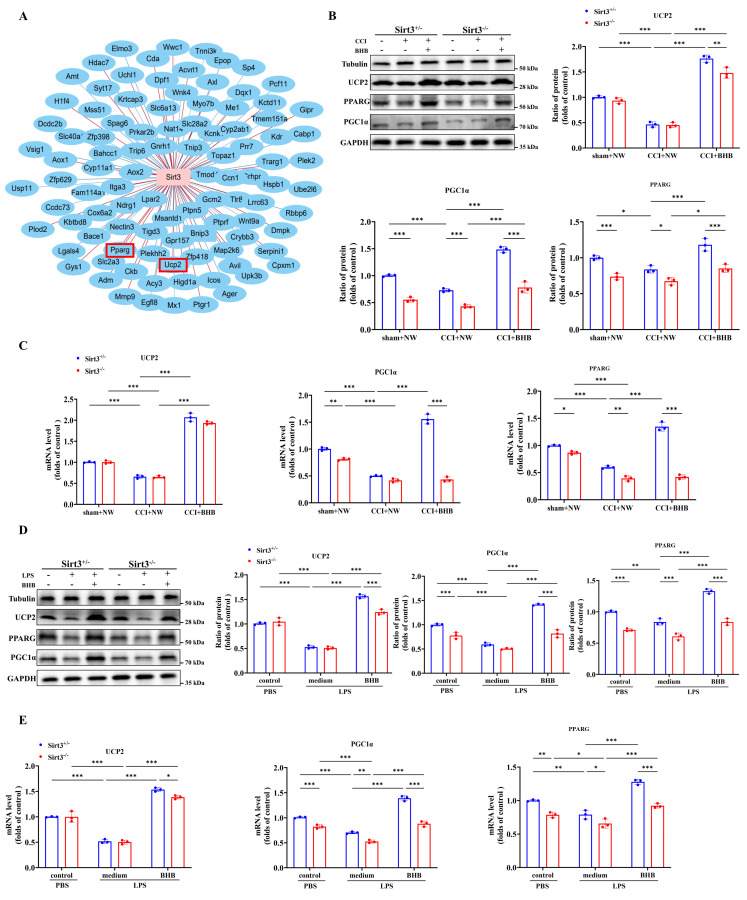
*Sirt3* deficiency abolishes BHB-induced upregulation of UCP2 and PGC-1α in the spinal dorsal horn. (A) Hierarchical clustering of mitochondria-associated DEGs across treatment groups. (B) Protein expression of UCP2, PPARγ, and PGC-1α in the spinal cord of *Sirt3^+/-^* and *Sirt3^-/-^* mice at day 7 post-CCI with BHB or saline administration (Tubulin/GAPDH loading controls; n = 3). (C) Corresponding mRNA levels (n = 3). (D) Protein expression of UCP2, PPARγ, and PGC-1α in primary microglia under LPS stimulation with or without BHB (Tubulin/GAPDH loading controls; n = 3). (E) Quantification of microglial mRNA levels (n = 3). Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

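Of 59 tested nuclear genes of the respiratory chain in BV-2 cells, 37 were higher and 8 lower in Medium than in Control (median log2 fold change 0.28, camera adjusted p = 0.00265, adjusted p = 0.617 with an estimated correlation). With library sizes alone, 17 were higher and 19 lower. The median lay 0.29 above that of all genes, a distance that scaling hardly changes, since it shifts all genes by about the same amount. With BHB, 14 were higher and 17 lower than in Medium (median -0.01, camera adjusted p = 0.977), and 24 higher and 7 lower with library sizes alone, where the median lay -0.011 from that of all genes. Ndufv3, a complex I subunit gene, went from -1.02 with LPS to 1.24 with BHB, and Sdhd, a complex II subunit gene, from 0.62 to -0.57. Of 22 genes of the TCA cycle, 8 were higher and 9 lower with LPS and 7 higher and 3 lower with BHB (camera adjusted p = 0.979 and 0.461). With library sizes alone these counts were 3 and 14 with LPS and 14 and 2 with BHB. Acod1, which makes the immunometabolite itaconate from a TCA cycle intermediate, rose 18.3-fold with LPS and was 1.72-fold lower with BHB. Of 24 genes of the SIRT3 axis and mitochondrial biogenesis, 8 were higher and 11 lower with BHB (camera adjusted p = 0.666), against 10 and 7 with library sizes alone. Sod2, the mitochondrial superoxide dismutase gene, had a log2 fold change of 1.62 with LPS and -0.75 with BHB, and Foxo3 of 1.03 and -0.74. Idh2, the mitochondrial isocitrate dehydrogenase gene, had -0.87 with LPS.

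Genes of ketone body metabolism rose with BHB: 7 of 10 were higher and none was lower (8 when adjusted over the list alone; median 0.44, camera adjusted p = 0.0199, adjusted p = 0.157 with an estimated correlation), after 1 had been higher and 7 lower with LPS (camera adjusted p = 0.0675). The call with LPS depended on the setting: the list was called with fry and without Control replicate 1, 2 or 3, Medium replicate 1 or 2, or BHB replicate 1. Oxct1, which activates ketone bodies for oxidation, had a log2 fold change of -1.07 with LPS and 0.53 with BHB, and Acat1 of -1.57 and 0.64. Bdh1, whose enzyme oxidizes BHB in mitochondria, did not pass the filter for low counts. It had 9 counts over Control, 0 over Medium and 34 over BHB. Against a floor of 3 counts over a group, Bdh1 was 2.79-fold lower with LPS and 10.3-fold higher with BHB. These folds leave out the counting error of the 9 and 34 counts, so the true ones may be smaller. Of 23 genes of fatty acid oxidation and PPAR targets, 6 were higher and 7 lower with BHB (camera adjusted p = 0.85), against 10 and 7 with library sizes alone. Cpt1a, the carnitine palmitoyltransferase gene, was lower in both steps, by 2.99-fold with LPS and a further 2.25-fold with BHB. The genes encoded in mitochondrial DNA were not analysed here. Some members of these lists were chosen after the paper's figures had been seen.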

**Figure 8:**
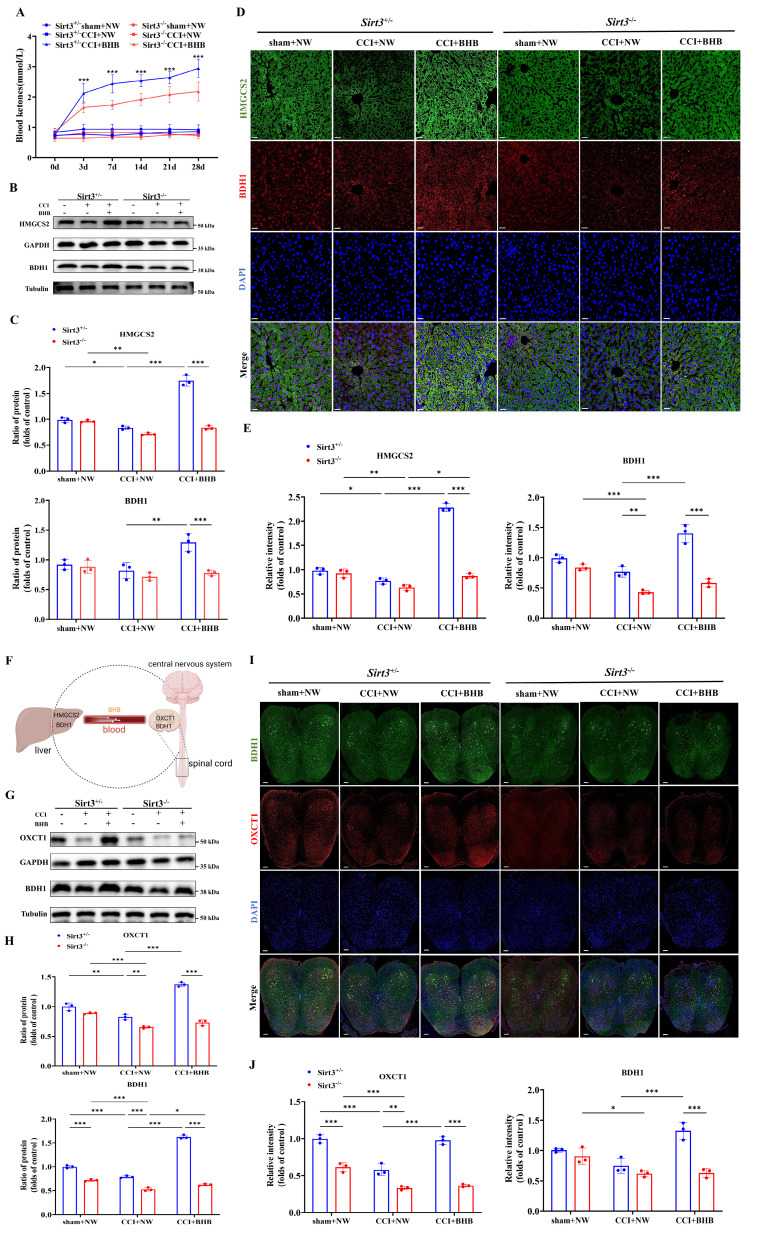
*Sirt3* deficiency reverses BHB-induced expression of BDH1 and HMGCS2 in the liver and BDH1 and OXCT1 in the spinal cord. (A) Blood ketone levels before surgery and at 3, 7, 14, 21, and 28 days post-CCI (n = 5). Statistical comparison: *Sirt3^+/-^CCI+BHB vs. *Sirt3^-/-^*CCI+BHB (*p<0.05, **p<0.01, ***p<0.001). (B) Protein expression of hepatic HMGCS2 and BDH1 at day 7 post-CCI with BHB or saline administration (Tubulin/GAPDH loading controls). (C) Quantification of hepatic ketogenic enzymes (n = 3). (D, E) Immunofluorescence staining of hepatic BDH1 (red) and HMGCS2 (green), counterstained with DAPI (blue). Scale bars: 20 µm (n = 3). (F) Schematic of hepatic ketogenesis and cerebral ketolysis pathways. (G, H) Protein expression of spinal OXCT1 and BDH1 (Tubulin/GAPDH loading controls; n = 3). (I, J) Immunofluorescence staining of spinal cord OXCT1 (red) and BDH1 (green), counterstained with DAPI (blue). Scale bars: 20 µm (n = 3). Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

## Abbreviations

KD: ketogenic diet
CCI: chronic constriction injury
BHB: β-hydroxybutyrate
ROS: reactive oxygen species
UCP2: uncoupling protein 2
SIRT3: sirtuin 3
PGC-1α: peroxisome proliferator-activated receptor-γ co-activator-1ɑ
Pparg: peroxisome proliferator-activated receptor gamma
HMGCS2: 3-hydroxy-3-methylglutaryl coenzyme A synthase 2
BDH1: β-hydroxybutyrate dehydrogenase 1
OXCT1: 3-oxoacid CoA transferase 1
NPP: Neuropathic pain
CNS: central nervous system
HDAC: histone deacetylase
GHRP: growth hormone-releasing peptide
ATP: adenosine triphosphate
HCA: Hierarchical clustering analysis
DEGs: differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
TNF-α: tumor necrosis factor-α
IL-6: interleukin-6
IL-1β: interleukin-1β
mtDNA: mitochondrial DNA
OXPHOS: oxidative phosphorylation
qNLRPSPCR: quantitative PCR
NF-κB: nuclear factor kappa-B
GH-IGF-1: Growth Hormone-Insulin-like Growth Factor 1
NLRP3: nucleotide-binding oligomerization domain-like receptor protein 3
DMEM: Dulbecco's Modified Eagle Medium
OCR: Oxygen Consumption Rate
ECAR: Extracellular Acidification Rate
PBS: phosphate-buffered saline
TLR4: Toll-like receptor 4
PFK1: phosphofructokinase-1
PARP: poly ADP-ribose polymerase
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
Nrf2: nuclear factor erythroid 2-related factor 2
Bcl-2: B-cell lymphoma-2
BAX: Bcl2-associated X
ELISA: enzyme-linked immunosorbent assay
BCA: bicinchoninic acid assay

# Supplementary material for: SIRT3 is required for the protective function of ketogenic diet on neural inflammation and neuropathic pain
**Source:** Int J Biol Sci. 2025 Apr 21;21(7):3011–29. doi: 10.7150/ijbs.110921
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

Supplementary Figure 1 (A) DNA gel electrophoresis to identify *Sirt3*-deficient mice. (B) Western blotting of *Sirt3*^{+/-} and *Sirt3*^{-/-} mice in spinal cord and liver

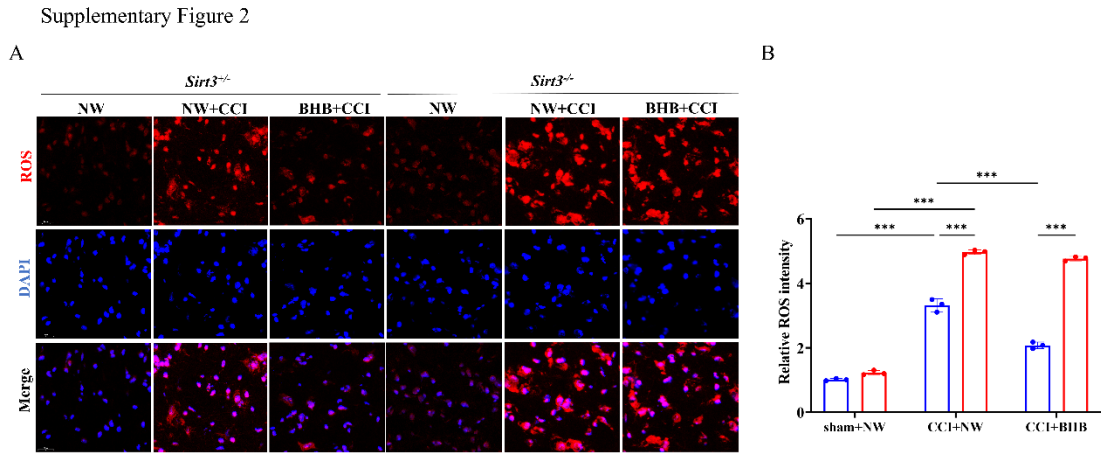

Supplementary Figure 2 (A) Mouse spinal cord ROS fluorescence staining (red), blue for DAPI. (B) Results of ROS fluorescence staining in mouse spinal cord (n=3). Data are shown as mean $\pm$ SEM; Two-way ANOVA with Sidak's test for multiple comparisons was performed for all other parameters. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

Table S1. Sequences of identification primers for knockout mice.

Gene	Forward primer (5' $\rightarrow$ 3')	Reverse primer (5' $\rightarrow$ 3')
SIRT3 Wild type	CTTCTGCGGCTCTATA CACAG	TGCAACAAGGCTTTATCTTCC
SIRT3 Mutant	TACTGAATATCAGTGGGAACG	TGCAACAAGGCTTTATCTTCC

Table S2. Primer sequences.

Gene	Forward primer (5' $\rightarrow$ 3')	Reverse primer (5' $\rightarrow$ 3')
TNF- α	CGCTCTTCTGTCTACTGAACTTCGG	GTGGTTTGTGAGTGTGAGGGTCTG

IL-6	TTCTTGGGACTGATGCTGGTGAC	CTGTTGGGAGTGGTATCCTCTGTG
IL-1 β	CTCGCAGCAGCACATCAACAAG	CCACGGGAAAGACACAGGTAGC
β -actin	TATGCTCTCCCTCACGCCATCC	GTCACGCACGATTTCCCTCTCAG
GAPDH	AGAAGGTGGTGAAGCAGGCATC	CGAAGGTGGAAGAGTGGGAGTTG
UCP2	AAGGTCCGCTTCCAGGCTCAG	ATTACGGGCAACATTGGGAGAAGTC
Pparg	GCCAAGGTGCTCCAGAAGATGAC	GTGAAGGCTCATGTCTGTCTCTGTC
PGC1 α	TGAGAATGGATATACTTTACGCAGGTC	TCGTCTGAGTTGGTATCTAGGTCTG
mtDNA	CCTATCACCCCTTGCCATCAT-3	GAGGCTGTTGCTTGTGTGAC
ncDNA	ATGGAAAGCCTGCCATCATG	TCCTTGTTGTTTCAGCATCAC
ND1	CTAGCAGAAACAAACCGGGC	CCGGCTGCGTATTCTACGTT

How the deposited data were processed for this re-analysis (not part of the article)

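The data are counts per gene from mRNA sequencing of BV-2 mouse microglial cells, in 3 libraries each of Control, Medium (LPS) and BHB (LPS with β-hydroxybutyrate), assigned to groups and replicates by the submitters' labels. The authors deposited a table of whole-number counts, neither normalized nor pooled, for 12413 gene symbols. The methods name Skewer, FastQC v0.11.2, STAR v2.7.10a on GRCm38 with GENCODE M21, and StringTie v2.1.4, while the submitters' processing notes name FastQC 0.11.5, Trimmomatic, HISAT2, StringTie and GRCm38. The counting step is not given in the sources used here. Values of 1 occur 335 times and values of 2 occur 1675 times over all libraries, while values of 0 occur 12323 times, a shape that counts rebuilt from read coverage can have. In 3 instances a library is listed at 0 while both other libraries of its group hold at least 100 counts, so a 0 is not always the absence of reads.

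From the deposited counts, genes were kept by edgeR's filterByExpr over the 3 groups, which left 10413 genes, normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3, by glmQLFit and glmQLFTest in 1 fit of all 9 libraries. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Standard errors of log2 fold changes come from the fold change and its F statistic. CPM are TMM-normalized. Log2 values for clustering, principal components and list tests used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, over the 35 of 44 lists with at least 5 tested genes. Named genes are, for each comparison, the 10 higher and 10 lower genes with the largest fold change among those called, with a mean log2 CPM of at least 3 and no overlap between the groups, every gene that the text or the labels of Figures 4E and 4F name, and up to 4 members of each list with the smallest p. Genes without a gene name of their own and predicted genes were counted and not named. Genes with 0 counts in a group were compared with a floor of 3 counts over the group, and those with up to 3 counts by a ratio with a 95% counting interval. The floor covers the counting error of the group at 0 and leaves out that of the other group. Both the floor and the counting interval pool the libraries of a group and leave out the spread between them. Outside this rule, Psmd13 and Ric8a were named because they overlap Sirt3, Qser1 because of its value of 0, and Ppargc1b as the analysed relative of Ppargc1a.

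On simulated counts with 200 changed genes, drawn from the real means and library sizes, edgeR recovered 71.6%, 87.9% and 100% of the genes changed by a log2 of 0.5, 1 and 2 for Medium against Control, with 8 false calls of 179 over 10324 genes. For BHB against Medium it recovered 71.2%, 95.5% and 98.5%, with 4 false calls of 180 over 10320 genes. Most simulated genes were unchanged, while in the data 72.6% were called with LPS and 66.9% with BHB. The simulation therefore does not test the scaling or the false calls in the data. Totals per library ranged from 23411672 to 32767278, with a median of 27905139. The alternatives were DESeq2 1.42.0, limma-voom, RLE factors, library sizes alone, no filter on low counts, at least 10 counts in every library, the 2 compared groups alone, the replicate number as a block, a test against a 2-fold change, an adjusted p at the paper's fold threshold, and leaving out each library in turn. Gene positions come from GENCODE M21. The GO, KEGG and co-expression analyses of the paper were not repeated, since no term tables were at hand. Ppargc1a, Rbfox3, Gapdh and the genes encoded in mitochondrial DNA were not analysed here. Some genes that the naming rule selects are not reported here.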

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

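The tests of dish conditions and of scaling were chosen only after the result was seen.

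Interferon-stimulated genes, which the paper's text does not discuss, rose and fell together. With LPS, 39 of 40 were higher and 1 was lower than in Control, also when adjusted over the list alone (median log2 fold change 2.34, camera adjusted p = 4.02e-15, adjusted p = 0.0862 with an estimated correlation). With BHB, 39 were lower than in Medium and none was higher (median -2.04, camera adjusted p = 9.98e-18, adjusted p = 0.123 with an estimated correlation). In BHB 22 were still above Control and 9 below it.

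Genes of glycolysis and of the HIF-1 response were above Control in BHB, a comparison the paper does not report. Of 23 glycolysis genes, 16 were higher and 2 lower (median log2 fold change 0.63, camera adjusted p = 2.93e-05, adjusted p = 0.0743 with an estimated correlation), and of 39 HIF-1 targets 32 were higher and 6 lower (median 1.13, camera adjusted p = 1.3e-07, adjusted p = 0.102 with an estimated correlation). The HIF-1 list was written on the terms of Figures 4H and 4I, which come from these same libraries. Its counts and its camera result are therefore not independent evidence. A bias of GC content or transcript length was tested by correcting each library for its trend over all other genes. For the 54 genes of both lists together, the difference of the median then stayed at 0.958 (standard error 0.052) from Medium and 0.768 (standard error 0.052) from Control. Before correction it was 1.02 and 0.77, which argues against such a bias as the whole source. Whether oxygen, density or handling differed between the dishes cannot be told apart from an action of BHB, since any such difference would follow the groups, and HIF-1 targets outside glycolysis differed from Control by 1.03 (standard error 0.05), as either would give. A response to BHB itself stays open as a hypothesis.

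Ribosomal protein genes, which the paper does not discuss, were higher in Medium for 69 of 72 members and lower for none (median log2 fold change 0.46, camera adjusted p = 6.32e-10, adjusted p = 0.566 with an estimated correlation), and 68 were lower and 1 was higher in BHB than in Medium (69 and 1 when adjusted over the list alone; median -0.48, camera adjusted p = 2.05e-11, adjusted p = 0.603 with an estimated correlation). After correction for GC content and transcript length the differences were 0.258 (standard error 0.058) and -0.536 (standard error 0.056), against 0.466 and -0.48 before, so a part of the rise with LPS goes with this trend and the rest does not. Relative to other genes of the same mean expression, they were 0.299 (standard error 0.044) and -0.481 (standard error 0.046), which argues against scaling between libraries as the whole source. With library sizes alone 51 were higher and 3 lower with LPS. The median then lay 0.46 above that of all genes, which is no test of the scaling, since scaling shifts all genes by about the same amount. By library, the median of the list relative to the mean of all libraries was 0.41, 0.37 and 0.16 in Medium replicates 1, 2 and 3, so the rise was smaller in replicate 3. A change of these transcripts with LPS and BHB remains a hypothesis.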

How the results depend on the processing

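For the named genes that passed the filter for low counts, every alternative that tested them kept their direction. The exception was Psmd13 with LPS, which had a log2 fold change of -0.061 with library sizes alone. Of 3071 results of 98 named genes under alternatives (those of BHB against Control added after seeing the data; Sirt3 and Ucp2 with LPS and with BHB counted apart), 3059 kept their direction and their side of the threshold, 11 lost the call and 1 reversed; the cause was not tested. The number of changed genes fell to 1163 for LPS, 632 for BHB and 670 for BHB against Control in a test against a 2-fold change (the last added after seeing the data), as that test asks for more than a difference from 0. Under all other alternatives it stayed within 1.5 times, and over the left-out libraries it ran from 7102 to 7923, 6388 to 7382 and 6367 to 7605. The numbers at the paper's thresholds ran from 1583 to 2278 for LPS and from 984 to 1493 for BHB, and the number of genes moved the opposite way by BHB from 4068 to 4977. With library sizes alone, 551 genes were higher and 1727 lower at these thresholds with LPS, 1032 higher and 386 lower with BHB, and 2529 higher and 4414 lower among those that differ between BHB and Control (an alternative added after seeing the data), against 3478 and 3470 with TMM. Sirt3 with LPS no longer passed the threshold with limma-voom (-0.28, adjusted p = 0.0629) or with a replicate block (-0.27, adjusted p = 0.0502), nor without Control replicate 2 (adjusted p = 0.176), Medium replicate 1 (adjusted p = 0.0784) or Medium replicate 2 (adjusted p = 0.129), with a range over left-out libraries from -0.36 to -0.19 and an adjusted p from 0.00149 to 0.176 over all alternatives. With library sizes alone the log2 fold change of Sirt3 with LPS was -0.54. Sirt3 with BHB ran from 1.68 to 1.87 and was called each time. The called lists numbered 1 for LPS and 0 for BHB with an estimated correlation (the cause was not tested), and 33 and 25 with fry, which does not compare a list with other genes. They numbered 15 to 17 and 12 to 13 over the left-out libraries. The 3 groups stayed whole in every clustering. Libraries of the same number do not pair: their correlations lay between -0.071 and 0.0632, 0 of 9 correlated best with their own number in both other groups, and the replicate block gave 7488 changed genes for LPS and 6884 for BHB. Pparg and Bdh1 did not pass the filter for low counts, and their differences rest on few counts.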

Differences from the paper's values

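For BHB against Medium the paper reports 747 differentially expressed genes, 493 higher and 254 lower. At the thresholds of its methods, read as an unadjusted p, the counts here were 1344, 818 and 526. Of the alternatives set before the data were examined, at least 10 counts in every library gave 984 genes in all and 575 higher ones, within 1.5 times of the paper's values, while the number of lower ones stayed more than 1.5 times apart there. A test against a 2-fold change, which is another threshold than the paper's, gave 632 genes, 397 higher and 235 lower. With every other alternative, DESeq2 and an adjusted p included, all 3 counts stayed more than 1.5 times above the paper's.

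For Medium against Control, Figure 4C shows about 1000 genes, read by eye, with about 440 higher and about 570 lower, and the counts here were 1956, 809 and 1147. With library sizes alone, 551 genes were higher, within 1.5 times of the figure, while the other counts under that setting were not. A test against a 2-fold change gave 1163 genes, 526 higher and 637 lower. The other alternatives set before the data were examined stayed more than 1.5 times apart.

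For Sirt3, the differences between the groups drawn in Figure 4G lie within the standard error of the log2 fold changes of the main fit here. They lay beyond it for LPS with library sizes alone (-0.54, against about -0.3 in the figure). The same held for BHB without Medium replicate 2 (1.68, against about 1.8).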

Other observations

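The test of reads from overlapping genes was chosen only after the result was seen.

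Genes of the cell cycle fell with LPS and rose in part with BHB. Of 42, 40 were lower and none was higher in Medium than in Control (median log2 fold change -0.88, camera adjusted p = 6.32e-10, adjusted p = 0.326 with an estimated correlation), and 28 were higher and 2 lower in BHB than in Medium (median 0.42, camera adjusted p = 3.86e-05, adjusted p = 0.603 with an estimated correlation). The replication helicase gene Mcm7 had log2 fold changes of -2.25 and 1.25, the thymidine kinase gene Tk1 of -2.10 and 1.66 and the sliding clamp gene Pcna of -1.08 and 1.25. In BHB 31 of the 42 were still below Control and 4 above it. Of 18 heat shock genes, 14 were higher and 2 lower with BHB (camera adjusted p = 0.00348, adjusted p = 0.303 with an estimated correlation), among them Hsp90aa1 at 1.57 and Hspa8 at 0.91. Hspa5 and Manf, genes of proteins that help folding in the endoplasmic reticulum, went the other way: Hspa5 had 2.48 with LPS and -1.79 with BHB, and Manf 1.85 and -1.98, while their list of 30 stress response genes was not called by camera with BHB (9 higher, 15 lower, camera adjusted p = 0.291). The metallothionein gene Mt1 had 4.98 with LPS and -1.97 with BHB.

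Among inflammasome genes, 7 of 13 were higher and 5 lower with BHB (camera adjusted p = 0.805). Nlrp3 had a log2 fold change of -0.77 with LPS and 0.85 with BHB (adjusted p = 0.00491 and 0.00288), and Casp1 of 0.93 and -0.21 (adjusted p = 1.49e-08 and 0.0097, the latter from 0.00345 to 0.262 over the alternatives, the highest with library sizes alone). Arg1 in BHB was 3.50-fold above Control, and Nos2 74.1-fold above Control. Axl, a receptor of the disease-associated microglial list, was 8.54-fold lower in BHB than in Medium, while of the 21 tested genes of that list 6 were higher and 7 lower (10 and 5 with library sizes alone). Markers of other cell types were mostly below the filter: of 11 genes each, 2 astrocyte, 2 neuron, 3 oligodendrocyte, 3 endothelial and 1 neutrophil genes were tested, and 0 fibroblast, 0 lymphocyte and 0 epithelial genes. All 3 endothelial genes were lower with LPS and higher with BHB (medians -2.02 and 1.76), as was the 1 neutrophil gene (-4.85 and 2.94). Of the oligodendrocyte genes 0 were higher and 2 lower with LPS and 2 higher and 1 lower with BHB, of the astrocyte genes 1 was higher and 1 lower in both, and of the neuron genes 0 were called with LPS and 1 was higher with BHB.

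Of the remaining lists, immediate early genes (14 of 20 higher and 4 lower, camera adjusted p = 0.00265, adjusted p = 0.117 with an estimated correlation), cholesterol synthesis (15 of 24 higher and 4 lower, 9 and 6 with library sizes alone, 0.0317, adjusted p = 0.566 with an estimated correlation) and metallothionein, HDAC and FOXO genes (8 of 11 higher and 1 lower, 5 and 2 with library sizes alone, 0.0261, adjusted p = 0.127 with an estimated correlation) were called by camera with LPS and not with BHB. TLR4 signaling (6 of 23 higher and 8 lower with LPS, 3 and 10 with BHB; 5 and 13, then 5 and 5 with library sizes alone), apoptosis (12 of 21 higher and 3 lower, then 5 and 6; 11 and 8, then 7 and 4 with library sizes alone), matrix metalloproteinases (6 of 13 higher and 4 lower, then 7 and 3) and alternatively activated macrophages (4 of 9 higher and 4 lower, then 5 and 3) were called by camera in neither comparison. With fry, which does not compare a list with other genes, immediate early genes were called with BHB as well, apoptosis with LPS, and TLR4 signaling, matrix metalloproteinases and alternatively activated macrophages in both. Histones (4 of 5 higher and 0 lower in both) were near the threshold (camera adjusted p = 0.0557 and 0.054). They were called in both with fry, with LPS without Control replicate 1, 2 or 3, and with BHB without Control replicate 1, 2 or 3, without Medium replicate 2 and with the replicate number as a term of the fit.

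Sirt3 and both genes that overlap it were higher in BHB than in Medium. If reads of a neighbour were counted for Sirt3 at a fixed share, Sirt3 could rise no more than the neighbour. Its log2 fold change exceeded that of Ric8a, the larger of the 2, by 1.00 (standard error 0.14), which argues against such reads as the whole source of the rise. A smaller contribution stays open, and so does, as a hypothesis, a shared response of the region to BHB.

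With 3 libraries against 3 there are only 10 splits, too few for a share under 0.05. Splits other than the real one mix the groups unevenly and so keep part of the difference between them. For LPS the real split gave 7561 changed genes and the highest other 0, with 1956 and 31 at the paper's thresholds and 15 and 11 called lists. For BHB the real split gave 6964 and the highest other 1, with 1344 and 25 at the paper's thresholds, while for the called lists 4 of the 10 splits, the real one included, gave the real 12, which is also the highest other. For BHB against Control the values were 6948 and 0. In the other comparisons only the real split, 1 of 10, reached its value. For the genes moved the opposite way by BHB, 100 regroupings of the 9 libraries were compared. Of those drawn, only the real one reached 4492, and the highest other gave 2799. A regrouping that keeps the groups whole and shares Control instead of Medium was not among them. It would count the 2238 genes above Control and the 2272 below it both with LPS and with LPS plus BHB, no fewer than the real one. That no other reached 4492 therefore rests on which were drawn. Most regroupings mix libraries of groups that stand apart, which widens the spread within a group, and most others gave 0 such genes. The result therefore shows that the libraries differ by group. It says nothing on the share that comes from the Medium libraries in both comparisons.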
